# High quality mapping of chromatin at or near the nuclear lamina from small numbers of cells reveals cell cycle and developmental changes of chromatin at the nuclear periphery

**DOI:** 10.1093/nar/gkac762

**Published:** 2022-09-21

**Authors:** Joseph R Tran, Xiaobin Zheng, Stephen A Adam, Robert D Goldman, Yixian Zheng

## Abstract

The chromatin associated with the nuclear lamina (NL) is referred to as lamina-associated domains (LADs). Here, we present an adaptation of the tyramide-signal amplification sequencing (TSA-seq) protocol, which we call chromatin pull down-based TSA-seq (cTSA-seq), that can be used to map chromatin regions at or near the NL from as little as 50 000 cells. The cTSA-seq mapped regions are composed of previously defined LADs and smaller chromatin regions that fall within the Hi-C defined B-compartment containing nuclear peripheral heterochromatin. We used cTSA-seq to map chromatin at or near the assembling NL in cultured cells progressing through early G1. cTSA-seq revealed that the distal ends of chromosomes are near or at the reassembling NL during early G1, a feature similar to those found in senescent cells. We expand the use of cTSA-seq to the mapping of chromatin at or near the NL from fixed-frozen mouse cerebellar tissue sections. This mapping reveals a general conservation of NL-associated chromatin and identifies global and local changes during cerebellar development. The cTSA-seq method reported here is useful for analyzing chromatin at or near the NL from small numbers of cells derived from both *in vitro* and *in vivo* sources.

## INTRODUCTION

A portion of the metazoan genome is organized into compact, transcriptionally repressed DNA known as heterochromatin. In most cell types, a major fraction of heterochromatin is localized to the nuclear periphery and may directly interact with a protein meshwork known as the nuclear lamina (NL) that contains the filamentous A- and B-type lamins (1). The heterochromatin that directly interacts with the NL is known as lamina-associated domains (LADs) (2). A comparison of LADs and the A/B compartments defined from Hi-C experiments showed that LADs are in the B compartment, which is defined as ‘closed’ chromatin (2–4). The A and B compartments are, however, complex and each compartment can be further divided into sub-compartments. For example, the B compartment can be divided into sub-compartments B1 through B4 that are differentially enriched for epigenetic marks (e.g. H3K27me3 and H3K9me3) (4). Of these B sub-compartments, the B3 compartment shows the strongest correlation with LADs followed by the B2 compartment, which is correlated with both LADs and pericentromeric heterochromatin (4). The B1 compartment appears to be facultative heterochromatin, as it is enriched for H3K27me3 and depleted of H3K36me3, while the B4 compartment represents a small fraction of the genome (0.4% of the total) that is present only on chromosome 19 (4). Additional studies are needed to reveal if any chromatin in B compartments not mapped by LADs are near the NL. Mapping methods that identify chromatin at or near the NL would facilitate these investigations.

LADs are known to vary according to cell type (5,6) and recent work reveals that LADs, while largely stable, show dynamics during the cell cycle (7,8). The greatest dynamism has been reported during early G1 with an initial enrichment of NL-chromatin contacts occurring at the distal ends of chromosomes (7). These observations are consistent with previous studies of nuclear envelope reformation on decondensing post-mitotic chromosomes (9) and the reported increased spatial dynamics of genomic features, particularly those of telomeres, in early interphase (10–17). Collectively, these observations suggest a model where the distal ends of chromosomes transiently localize near the assembling NL in early G1 reminiscent of a Rabl-like configuration followed by re-organization and formation of a stable and typical LADs configuration.

LADs have been mapped by a variety of methods including chromatin-immunoprecipitation (ChIP)-seq, DNA adenine methyltransferase (Dam) identification (DamID), tyramide signal amplification (TSA)-sequencing (TSA-seq), ascorbate peroxidase 2 (APEX2) identification (APEX2-ID), and genome organization using CUT and RUN technology (GO-CaRT) (2,8,18–22). LADs were first mapped by DamID, which uses a fusion protein of bacterial Dam and lamin-B1 expressed at low levels in tissue culture cells (2). DNA located at the NL is methylated by contacting the Dam enzyme and can be identified by sequencing or microarray technologies. A modified form of this method can also be used to visualize LADs (16). The TSA-seq method employs a different strategy and uses antibody staining (e.g. anti-lamin-A/C) to specifically label the NL in fixed cells. A corresponding horseradish peroxidase (HRP)-conjugated secondary antibody then catalyzes the covalent attachment of biotin onto nearby proteins and DNA (18). The TSA-seq method uses a genomic DNA input where the fraction of biotinylated DNA is isolated by Streptavidin-bead pull down, purified and then subject to sequencing. Considering the diffusive nature of the TSA reaction, this method is useful both as a mapping tool and as a ‘cytological ruler’ and variations of this method have also found utility in proteomics (18,23). The GO-CaRT method, a new adaptation of the CUT and RUN technology, uses antibody targeting of protein A-MNase to map LADs *in vivo* and *in vitro* (22).

We recently adapted the use of the engineered APEX2 enzyme as a genome mapping tool, which we termed APEX2-identification (APEX2-ID), to identify stable and variable chromatin regions at or near the NL during the cell cycle (8,24,25). The APEX2-ID method uses the highly active APEX2 enzyme to catalyze the deposition of biotin onto proteins near the NL-localized fusion protein, which can then be isolated after chromatin fragmentation by pull down using Streptavidin beads. APEX2-ID can also be used to map NL-proximal proteins and associated RNAs from live cells and the activity of this enzyme persists under different conditions including cellular fixation. The van Steensel group recently developed an approach called protein-A DamID (pA-DamID) to map LADs from different cell cycle stages (7). The pA-DamID approach leverages antibody targeting, in a manner similar to TSA-seq, of DamID and revealed LADs dynamics during the cell cycle. The approach also revealed the enrichment of NL-chromatin interactions toward the distal ends of chromosomes in the early stage of G1. The pA-DamID, GO-CaRT and TSA-seq approaches highlight the utility of antibody-based methods.

Pros and cons exist for these aforementioned methods. For instance, the APEX2-ID method is a multi-purpose tool useful for mapping genomic regions, proteins and RNAs and the APEX2 reaction can be completed in a matter of seconds, thus allowing high-temporal resolution. The APEX2-ID approach is, however, limited by transfection issues and unwelcomed overexpression effects. DamID is a classic straightforward method that directly analyzes DNA, and is the only LADs mapping method for which single cell mapping has been reported (16,26). However, DamID requires transfection/transduction and several hours to sufficiently methylate DNA as the fusion protein is expressed at low levels (26). The recently reported GO-CaRT method can be used for *in vivo* and *in vitro* isolated live cells but can be complicated by structural damage during nuclei preparation from unfixed cells (22). The TSA-seq approach, as described by the Belmont group, is attractive as it allows the user to temporally resolve events based on the timing of cellular fixation and employs common immunostaining approaches familiar to most labs (18). The method, however, uses genomic DNA as an input source, and the fraction of DNA that is biotinylated was reported to be low (18), Thus, TSA-seq requires a large number of cells (>10 million) to obtain sufficient material and is not easily implemented in studies with small numbers of cells. Ultimately, a method that can reliably identify various genomic structures from a lower number of cells is needed as it opens the possibility of mapping from *in vivo* sources where cell numbers are low.

Of these existing methods, TSA-based labeling has a number of other distinct advantages. For example, it allows labeling of essentially any endogenously expressed protein of interest as has been shown for the mapping of both LADs and nuclear speckles (18). The TSA reaction is time efficient, available as an optimized commercial kit used regularly for tissue section staining. TSA-based approaches also leverage paraformaldehyde-fixed cells/tissues, which could help mitigate any potential cellular perturbations associated with processing live cells (27–29). Finally, TSA-seq and cTSA-seq utilizes a ‘ChIP’-like pull-down approach and subsequent downstream processing familiarity of

Based on our experience using the APEX2-ID method to identify chromatin regions at or near the NL by Streptavidin-based pull down of chromatin, we explored the use of a chromatin pull down-based version of TSA-seq, which we call cTSA-seq. The chief difference between the cTSA-seq and TSA-seq method is the precipitation of chromatin in cTSA-seq versus naked DNA in TSA-seq. Protein is more efficiently labeled than DNA by the TSA reaction (18). This increase in efficiency suggests that cTSA-seq would reduce the cell number requirements to map NL-chromatin regions. The cTSA-seq method reported here can map chromatin regions at or near the NL from 50 000 cells without the addition of carriers. It can sensitively identify both LADs and additional NL-proximal regions that are heterochromatic and found in the B compartments. As a proof of principle, the cTSA-seq approach can be used to identify chromatin interactions at or near the reassembling NL in fixed early and later G1 cells. We further note that the early G1 chromatin-NL relationship is similar to those mapped from the oncogene-induced senescence cells (30,31). We further extend the utility of cTSA-seq by mapping chromatin at or near the NL from the fixed-frozen mouse tissue sections at different developmental stages.

## MATERIALS AND METHODS

### Reagents

The Biotin-XX-Tyramide Superboost kit (Invitrogen, USA, #2005939) was used for the TSA reaction. The rabbit anti lamin-B1 antibody (Abcam, USA, #ab16048) and a Streptavidin conjugate to Alexa 488 (1:200, Biolegend, #405235) were used for fluorescence staining.

### Cultured cells and tissues for cTSA-seq

All animal procedures were approved by the Institutional Animal Care and Use Committee at the Carnegie Institution. Wild-type C57BL/6 mice were housed under a 12 h/12 h light/dark cycle and fed *ad libitum*. Brains were fixed 4% paraformaldehyde for 24 h at 4°C. The tissue was cryoprotected with 30% sucrose, embedded in O.C.T. freezing media and sectioned on a Leica CM3050S cryostat to a thickness of 12–50 μm.

Isolation of cells/nuclei from tissue section was done as follows. Serial sagittal brain sections (∼20–50 μm thick) on glass slides were submerged with PBS supplemented with 0.1% Tween-20 and all tissue except the cerebellar region was scraped off using a P200 pipet tip. The slides were then gently washed with PBS in a coplin jar. The cerebellar regions were then isolated in PBS supplemented with 0.1% Tween-20, briefly spun at 12 000g for 30 s and carefully aspirated. The cerebellar tissue was scraped off the glass slides and resuspended in 1.3 ml of RIPA buffer (50 mM Tris, 150 mM NaCl, 0.1% (wt/vol) SDS, 0.5% (wt/vol) sodium deoxycholate and 1% (vol/vol) Triton X-100, pH 7.5) supplemented with phenylmethylsulfonyl fluoride (PMSF) and transferred to a 15 ml conical tube. The tissue suspension was fragmented using a Misonix Sonicator 3000 on wet ice for 2 × 30 s pulses with 30 s of rest in between at a power equal to 6 W. CaCl_2_ was added to a final of 1 mM and Collagenase Type 2 (Worthington #LS004176) to a final of 0.2 mg/ml. The suspension was digested at 37°C for 60 min and the reaction was halted by the addition of EGTA to a final of 2 mM. The liberated cells/nuclei were filtered through 100 μm nylon mesh, pelleted at 2000g × 3 min and washed with PBS + 0.1% Tween-20. We counted the number of cells/nuclei by staining an aliquot of the cell/nuclei with DAPI and then simultaneously imaging both DAPI and bright-field of the hemocytometer grid on an Olympus E800. On average, we obtained around 100 000 cells/nuclei per 100 μm of medial adult (5 months old) cerebellum and 100 000 cells/nuclei per 200 μm of P0.5 cerebellum. The cells/nuclei were immediately used for immunostaining and cTSA-seq as described below or frozen at –80°C prior to ChIP-seq. We note that cell/nuclei isolation from fixed tissue sections can be done with PBS instead of RIPA buffer.

HCT116 (ATCC, #CCL-247), K562 (ATCC, #CCL-243), hTERT-RPE-1 (ATCC #CCL-4000) and mouse embryonic fibroblasts (MEFs) were cultured in McCoy's 5a with 10% FBS (HCT116), IMDM media with 15% (K562), DMEM-F12 with 15% (hTERT-RPE-1), and DMEM supplemented with 15% FBS, respectively. HCT116, hTERT-RPE-1 and MEFs were cultured in 100 or 150 mm dishes. K562 cells were cultured in T25 flasks. All cells were cultured at 37°C in 5% CO_2_. Bulk cell populations were counted using a hemocytometer and experiments with lower cell numbers were performed by serially diluting of the harvested cells.

### Nocodazole block, release and harvest for early and later G1 cells

HCT116 or hTERT-RPE-1 cells were cultured in three 150 mm dishes to ∼40–60% confluency per experiment and then exposed to nocodazole (100 ng/ml) for 18 h. The cells were washed two times with 10 ml of pre-warmed media and mitotic cells were shaken off and seeded onto 100 mm dishes that were pre-coated with poly-lysine. A fraction of the shake-off cells was saved and fixed with 1% paraformaldehyde for 10 min at room temperature to check for purity of the shake-off population by FACS (see below). The seeded cells were harvested at the indicated post-seeding times by trypsinization and then immediately fixed with 1% paraformaldehyde for 10 min at room temperature. For experiments with G1, S and G2 phases, asynchronous cultures were harvested by trypsinization and fixed for 10 min with 1% paraformaldehyde. Paraformaldehyde fixation was neutralized with 125 mM glycine and the cells were pelleted at 300g × 5 min and washed with phosphate buffered saline (PBS).

### Fluorescence activated cell sorting (FACS) to analyze and isolate cells at different stages of cell cycle

All FACS were performed on a BD FACSaria III machine and on average we obtained 800 000 to 1 million cells unless noted otherwise. To isolate asynchronous cell cycle stage-specific populations (e.g. G1, S and G2), and the early or later G1 populations obtained after nocodazole block, cells were fixed as described above and the resuspended in HBSS + 2% FBS + 10 μg/ml Hoechst 33342. The cells were incubated with Hoechst 33342 for at least 20 min at room temperature before FACS. For nocodazole block and release, we rejected samples where the shake-off mitotic population contained >1% of contaminating G1 cells.

For SLAM-seq experiments (see section, ‘Thiol (SH)-Linked Alkylation for the Metabolic sequencing of RNA’ below), FACS based cell isolation was done with live cells stained with 10 μg/ml Hoechst 33342 in the last 20 min of culture. Since FACS was done with live cells, we limited sorting time to a maximum of 10 min in order to reduce the time between 4sU labeling and RNA harvest. Sorting for SLAM-seq experiments yielded between 30 000 and 100 000 cells.

### Chromatin pull down-based TSA-seq (cTSA-seq)

Paraformaldehyde (1%)-fixed cell populations were permeabilized with PBS containing 0.25% Triton X-100 for 10 min at room temperature. Permeabilized cells were pelleted at 200g for 5 min and the supernatant was carefully removed using a P100 pipette. The cells were then resuspended in PBS + 1% hydrogen peroxide and incubated for 20 min at room temperature to neutralize endogenous peroxidases. The suspension was then pelleted at 200g for 5 min and carefully aspirated with a P100 pipette. The cells were blocked for 20 min in PBS containing 10% normal goat serum, 10% BSA and 10 mM sodium azide and pelleted as described above. The cells were resuspended by gently flicking the tube in the same blocking buffer containing 1:250 dilution of rabbit anti lamin-B1 antibody (Abcam, #ab16048) and incubated overnight at 4°C in a microfuge tube rack. The following day, the cells were pelleted at 200g for 5 min and aspirated with a pipette. The pellet was washed 2 times for 15 min each with PBS supplemented with 0.001% Tween-20. The secondary antibody staining and TSA reaction reagents were from a commercial Biotin-XX-Tyramide Superboost kit (Invitrogen, #2005939) and were used as follows. The primary antibody stained cells were resuspended by gently flicking in ∼100 μl of the provided anti-rabbit horseradish peroxidase (HRP) secondary antibody solution and incubated in a microfuge tube rack at room temperature for 2 h with intermittent mixing. The cells were pelleted at 200g for 5 min, washed 3 times for 15 min each with PBS + 0.001% Tween-20 and one time with 1}{}${\rm{\underset{\rm{{\cdot}}}{s}}}$ reaction buffer supplied with the biotin tyramide kit. The reaction was performed as described for the Biotin-XX-Tyramide Superboost kit with only one modification. The reaction was incubated in an Eppendorf Thermomixer set to 25°C with 300 rpm shaking for 10 min. The reaction was neutralized by adding PBS + 10 mM sodium ascorbate, 10 mM Trolox and 10 mM sodium azide to halt HRP activity and pelleted at 200g for 5 min. The cells were then resuspended in PBS + 0.001% Tween-20 by flicking. A small aliquot was taken to confirm the reaction by fluorescence staining (see below) and the remainder was pelleted and stored at −80°C or immediately used for fragmentation and Streptavidin pull down (see below).

### Fluorescence staining for the cTSA-seq reaction

Cells from the completed cTSA-seq reaction were resuspended in PBS containing 0.001% Tween-20 and Streptavidin conjugated to Alexa 488 (1:200, Biolegend, #405235) and an anti-rabbit secondary conjugated (1:1000) to an Alexa 594 fluorophore. The cells were then stained with DAPI and mounted in Prolong anti-fade gold for imaging on a Leica SP5 scanning confocal microscope using the Leica Application Suite v2.7.3.9723. We used a 40× 1.4NA objective with Leica Type F immersion oil. Diffusion of the Streptavidin signal from the lamin-B1 source signal was measured using the lineplot feature in FIJI v2.1.0/1.53c. The iterative Levenberg-Marquardt algorithm (R package minpack.lm v1.2-1) was used to fit the fluorescence signal to the equation: *y* = *y*_0_ + *A* * exp(*R*_0_ * *x*).

### Immunofluorescence staining of tissue section

Tissue sections were permeabilized with PBS + 0.25% Triton X-100 for 20 min at room temperature. Sections were washed with PBS and then blocked with PBS containing 10% BSA, 10% goat serum and 10 mM sodium azide for 1 h at room temperature. The indicated antibodies were diluted in the blocking solution (PBS, 10% normal goat serum (v/v), 10% BSA (w/v), 10 mM sodium azide) and incubated at room temperature for 24–48 h. Secondary staining of primary antibody was performed with Alexa Fluor conjugated antibodies in PBS containing DAPI. The tissue sections were mounted in Prolong anti-fade gold and imaged on a Leica SP5 scanning confocal microscope using the Leica Application Suite v2.7.3.9723. A 40× 1.4NA objective with Leica Type F immersion oil. Images were processed with FIJI/ImageJ v2.1.0/1.53c. The antibodies used are as follows: rabbit anti-Math1/Atoh1 (dilution 1:500), which was a generous gift from Dr Jane Johnson (University of Texas, Southwestern) (32), rabbit anti-Pax6 (Millipore, #AB2237, 1:300), rabbit anti-Gabra6 (Developmental Studies Hybridoma Bank, #Gabra6-R25, 1:250) (33) and chicken anti-Map2 (Abcam, #ab5392, 1:500).

### Streptavidin pull down of chromatin at or near the nuclear lamina

Cultured cells were resuspended in 300 μl RIPA buffer (50 mM Tris, 150 mM NaCl, 0.1% (wt/vol) SDS, 0.5% (wt/vol) sodium deoxycholate and 1% (vol/vol) Triton X-100, pH 7.5) supplemented with phenylmethylsulfonyl fluoride (PMSF) and incubated at 4°C with end-over-end rotation for 30 min. The suspension was sonicated on a Diagenode Bioruptor Pico and a 50 μl aliquot of the resulting lysate was collected for the input while the remainder was used for the pull down portion of the experiment. The input was digested with 10 μl of 10 mg/ml Proteinase K overnight at 50°C with 700 rpm shaking. For the Streptavidin pull down (StrePD), Streptavidin coated magnetic beads (Pierce, #88817) were washed and resuspended in RIPA buffer. We added ∼70 μl suspension of Streptavidin magnetic beads per pull down. The following day, the beads were collected and washed sequentially with two times in 1ml RIPA, one time in 1ml LiCl buffer (250mM LiCl, 1% IGEPAL-CA630, 1% deoxycholic acid, 10 mM Tris, pH 8.0, 1 mM EDTA), one time in 1 ml with high salt buffer (1 M KCl, 50 mM Tris–Cl pH 8.0, 5 mM EDTA), one time in 1 ml urea wash buffer (2 M urea, 10 mM Tris–Cl pH 8.0), and then one time in 1 ml RIPA. The beads were resuspended in 50 μl of RIPA buffer and digested with 5 μl of 10mg/ml Proteinase K overnight at 50°C with 700 rpm shaking. The input and Streptavidin pull down (StrePD) DNA were purified using Ampure XP beads (Agencourt). A step-by-step protocol is provided in the supplemental material.

For cTSA-seq of *in vivo* samples, we resuspended cells/nuclei isolated from tissue sections in 1.3 ml RIPA supplemented with PMSF and transferred the suspension to a 15 ml conical tube. This suspension was sonicated on wet ice with a Misonix Sonicator 3000 using a 30 s on/off regime for 30 min at a power of 6 W. We chose the probe sonicator since the performance, in our hands, on tissue section derived cells/nuclei was more consistent than the Bioruptor Pico. The fragmentation of chromatin after sonication was largely incomplete, and was 10 kb and greater in size. To further fragment the chromatin, the sonicated lysate was supplemented with CaCl_2_ to a final of 1 mM and MNase (Takara, #2910A) was added to a final of 200 U/ml. The mixture was incubated at 37°C for 60 min and the reaction was halted by the addition of EGTA to a final of 2 mM. At this point, a 10% input was taken and digested with Proteinase K overnight at 55°C and the remainder of the lysate was used for Streptavidin pull-down, which was done at room temperature for 1 h. The expected fragmentation (200–1000 bp) of input DNA was verified on an Agilent Bioanalyzer and samples were rejected if fragmentation was poor. We also excluded samples where MNase treatments resulted in excessive mono-nucleosomes due to significant loss of genome coverage of the input DNA.

### TSA-seq

The TSA reaction was performed in a manner similar to cTSA-seq with the same rabbit polyclonal lamin-B1 (Abcam, #ab16048) antibody. We used 200 million K562 cells for each replicate and the TSA reactions were confirmed by immunofluorescence as described above. Cells were treated with Proteinase K overnight at 55°C, and DNA was isolated by the phenol/chloroform/isoamyl alcohol method. The biotinylation of DNA was examined by dot blotting onto positively charged nylon membranes (Thermo, BrightStar), drying overnight and then probing with Streptavidin HRP. We performed the isolation of biotinylated DNA in a manner similar to the ‘later modified protocol’ described by Chen, *et al.*, for TSA-seq (18). Briefly, DNA was sheared with a Misonix Sonicator 3000 to a size between 300–500 bp and 1/10th was set aside as the input. DNA was mixed with a 2× binding buffer (10 mM Tris–Cl pH 7.4, 1 mM EDTA, 2 M NaCl) and biotinylated DNA was enriched with Streptavidin MyOne C1 beads using end-over-end rotation for 1 h at room temperature followed by 8 h at 4°C. Washing of Streptavidin beads was done using 5× changes of 1× binding buffer supplemented with 0.05% Triton X-100. Each wash consisted of an initial incubation at 55°C for 2 min followed by shaking (900 rpm) at the same temperature for an additional 2 min. The streptavidin beads were transferred to a new tube after each wash. The DNA was released from the Streptavidin beads by overnight digestion with Proteinase K and DNA was isolated using Ampure XP beads.

### Thiol (SH)-linked alkylation for the metabolic sequencing of RNA (SLAM-seq)

To determine new transcription for FACS isolated unsynchronized G1 (from asynchronous cell culture) or synchronized early and later G1 cells, we incubated asynchronous HCT116 cultures or re-seeded mitotic shake-offs of HCT116 cells with 500 μM 4-thiouridine (4sU) for 1 h prior to harvest. Twenty minutes before harvest, we pre-stained cellular DNA by directly adding Hoechst 33342 to a final of 10 μg/ml. The cells were harvested by trypsinization, pelleted at 150g for 3 min each and resuspended in HBSS + 2% FBS supplemented with 10 μg/ml Hoechst 33342 that was pre-warmed to 37°C. The cells were immediately filtered with a 0.45 micron filter and subject to FACS as described above with the exception that the cell sorting chamber was also set to 37°C since the cells were alive. FACS was performed for a maximum of 10 min, which usually yielded anywhere between 30 000 and 100 000 cells. The collected cells were then pelleted at 500g for 3 min, aspirated with a P100 pipette and RNA was immediately extracted using the Qiagen RNeasy Plus kit and quantitated. To convert the incorporated 4sU, we incubated the RNA (∼0.5–1 μg) in PBS pH 7.4 with 100 μM iodoacetamide at 50°C for 15 min and then re-purified the RNA using the Qiagen RNeasy Plus kit. As a control, we performed iodoacetamide treatment and sequencing on unlabeled (no 4sU treatment) asynchronous G1 cells to provide an estimation of sequencing errors.

### Sequencing library production

RNA library building was done using the Illumina TruSeq RNA library kit v2 with Ribo-depletion. DNA libraries were prepared using the Rubicon Genomics ThruPlex kit. Sequencing was performed on the Illumina NextSeq 500 platform.

### Data processing

Mapping of raw reads was done using the hg19 or mm10 assemblies and Bowtie 2.3.2 under the default setting. Duplicates were removed using samtools v1.6. The reads were then called into 10 or 100 kb genomic windows using the coverage function in bedtools v2.26.0. Next, we normalized the StrePD and input read count data to one million, calculated the log_2_(StrePD/input) value and transformed the data to a *z*-score. The publicly available LADs and lamin-B1 ChIPseq datasets examined in this study were analyzed as described above. The depmixS4 v1.4-0 R package was used to call a three-state Hidden Markov Model (HMM) to identify LADs coordinates. The three-state model parsed the cTSA-seq signal into regions that contained (i) clear NL-chromatin signal enrichment, (ii) intermediate or noisy signal and (iii) clear depletion. We intersected the HMM calls between experimental replicates to find LAD regions that were reproducibly identified. Quantitation of epigenetic and lamin-B1 signals was done using the bigwigAverageOverBed function from the Kentutils v3.62 package. For analyses that examined chromosomes as a percentage of their length, we first split chromosomes in 200 windows using the makewindows function in bedtools and then quantitated the lamin-B1 signal over these windows using the bigwigAverageOverBed function from Kentutils. A/B compartment scores were calculated using CscoreTool v1.1 (34). Analysis of sequencing depth was done with Preseq v2.0.3. Additional analysis, statistics and graphical plotting were done either in R Studio v0.98.95.3 using the pHeatmap v1.0.12, corrplot v0.84 and Hmisc v4.2-0 packages or Microsoft Excel 2016. Browser tracks were displayed using the UCSC Genome Browser with a smoothing window of 2.

For SLAM-seq experiments reads were initially trimmed by 10 nucleotides from both the 5’ and 3’ ends using cutadapt v1.6. The trimmed RNA-seq data was aligned with Bowtie 2.3.2 and Tophat2 under default settings using the Ensembl hs75 assembly. Polymorphisms corresponding to the expected U- to C-conversions were quantitated using the GrandSLAM v 2.0.5c package (35). Data was filtered for a minimum of 10 transcripts per million (TPM) and the new to total RNA (NTR, ‘MAP’) value was used to represent the gene for subsequent analysis. Statistics and graphical plotting were done either in R Studio v0.98.95.3 using base functions, pHeatmap v1.0.12, corrplot v0.84, car v3.0-5 and Hmisc v4.2-0 packages, or Microsoft Excel 2016.

### Statistical analyses

Pearson correlations seen in Figures 1D, F, 3B and Supplementary Figure S2D were calculated using the rcorr(x, method = ‘pearson’) function from the Hmisc v4.2-0 package or the cor.test function in base R. Two-sided *t*-tests calculated for Figures 4D and Supplementary Figure S4E were calculated using the base R function t.test().

**Figure 1.**
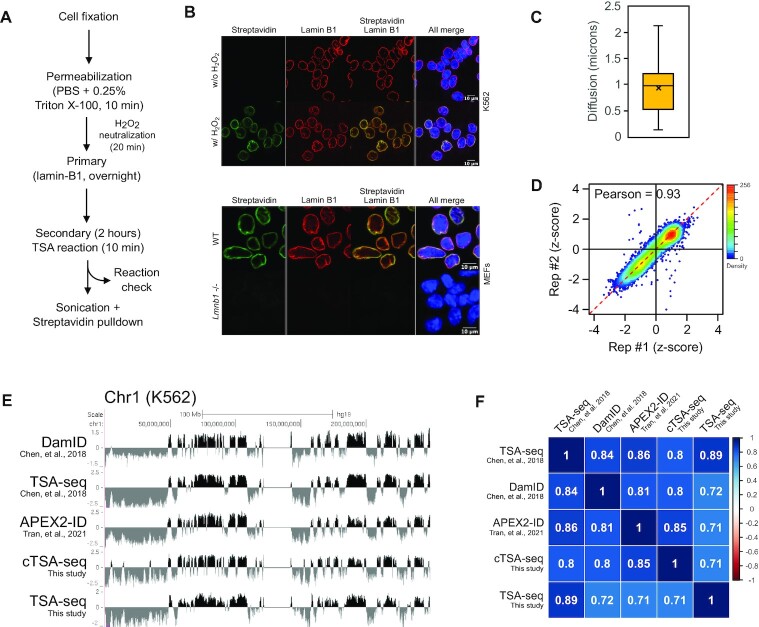
(**A**) The cTSA-seq experimental pipeline used in this study. (**B**) The lamin-B1 cTSA-seq reaction done with or without hydrogen peroxide using K562 cells (top panel) and with hydrogen peroxide in control (‘WT’) and *Lmnb1*–/– MEFs (bottom panel). Staining was done with Streptavidin (green) to highlight biotinylated material and a secondary antibody toward the lamin-B1 antibody (red). Scale bar equals 10 microns. (**C**) Boxplot showing the observed distance of diffusion (in microns) of the cTSA-seq labeling reaction from the lamin-B1 source. (**D**) Scatter plot showing the relationship between the cTSA-seq replicates. The Pearson coefficient is 0.93. (**E**) UCSC Genome browser view of lamin-B1 cTSA-seq from K562 cells (Chr1, hg19). DamID (Chen *et al.*, 2018), TSA-seq (Chen, *et al.*, 2018; lamin-B clone 2D8), APEX2-ID (Tran *et al.*, 2021), cTSA-seq (This study; lamin-B1, ab16048), and TSA-seq (This study; lamin-B1, ab16048) mapping profiles are shown for comparison. The y-axis represents an averaged z-score for each dataset. (**F**) Pearson correlation matrix for DamID (Chen *et al.*, 2018), TSA-seq (Chen *et al.*, 2018), APEX2-ID (Tran *et al.*, 2021), cTSA-seq (This study, lamin-B1, ab16048), and TSA-seq (This study, lamin-B1, ab16048) mapped at 100 kb resolution.

### Data availability/sequence data resources

Sequencing data generated for this study is deposited at NCBI GEO Accession number GSE186503. K562 cell DamID and TSA-seq LADs data (18) was obtained from Gene Expression Omnibus (GEO) GSE66019. The K562 cell APEX2-ID data (8) was from GEO GSE159482. K562 ENCODE RNA-seq data was obtained from GEO GSM958731. The K562 ENCODE ChIPseq data was obtained from GEO GSM733776. The Tig3 OIS data (30) was obtained from GEO SE76605 and the IMR90 OIS data (31) was obtained from GEO GSE49341. The epigenome data for HCT116 cells was obtained from the ENCODE project (HCT116 reference epigenome series ENCSR361KMF). The HCT116 ENCODE RNAseq data set was obtained from GEO GSM958749. Mouse cell line lamin-B1 DamID data were obtained from the UCSC Genome Table browser (5,36). FACS-isolated adult mouse granule cell H3K9me3 and ATAC-seq data were obtained from GSE95622 and GSE101918, respectively (37,38). SINE and LINE elements were obtained from the UCSC Table Browser, ‘Table: rmsk’, repClass: ‘SINE’ or ‘LINE’. The K562 enhancer data was obtained from http://www.enhanceratlas.org (39). The K562 Hi-C dataset (4) was obtained from GEO GSE63525, and the SNIPER K562 subcompartment track was obtained from https://cmu.app.box.com/s/n4jh3utmitzl88264s8bzsfcjhqnhaa0/folder/86847304302 (40). UCSC Genome browser tracks are available at the following URLs:

Figures 1E, 2A and Supplementary Figure S1D: https://genome.ucsc.edu/s/tranjoseph/hg19_K562_Figures_1%262.

Figure 3A and Supplementary Figure S1N: https://genome.ucsc.edu/s/tranjoseph/hg19_low_cell_HCT116_cTSAseq_Figure_3.

Figure 5A, C, F, Supplementary Figures S4A, S4C: https://genome.ucsc.edu/s/tranjoseph/hg19_R90_R180_G1SG2_Lenain_Sadaie_RPE_FIgure_5%26S4.

Supplementary Figure S3B: https://genome.ucsc.edu/s/tranjoseph/hg19_R90_R180_Async_G1_rank_check_Figure_S3.

Figure 6H: https://genome.ucsc.edu/s/tranjoseph/mm10_B6_cerebellum_Reps1_2.

Figure 7: https://genome.ucsc.edu/s/tranjoseph/mm10_B6_TS_P0.5_5m_cTSAseq.

**Figure 2.**
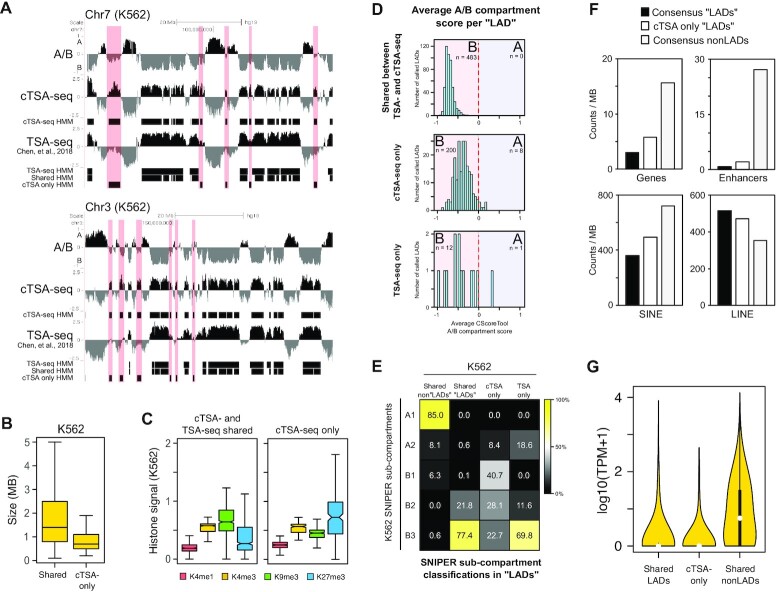
(**A**) Example UCSC Genome Browser tracks for select regions of chromosomes 7 and 3 (hg19). The K562 Hi-C dataset is presented as an A/B compartment track (‘A/B’) where the A compartment is represented by positive values and the B compartment by negative values. cTSA-seq and TSA-seq (Chen *et al.*, 2018; lamin-B, clone 2D8) data is presented as an averaged *z*-score. The three-state HMM tracks are shown below each track. The ‘Shared HMM’ track represents an intersection between cTSA-seq and TSA-seq HMM calls. The light red bars highlight regions that were called by the HMM as strong signal for cTSA-seq only and coincides with the ‘cTSA-seq only HMM’ tracks. (**B**) Boxplot showing the size of cTSA-seq and TSA-seq (‘Shared’) NL-chromatin regions and cTSA-seq only (‘cTSA- only’) regions. (**C**) Boxplots showing the ENCODE histone modification signals measured in ‘cTSA- and TSA-seq shared’ NL-chromatin regions (left) and ‘cTSA-seq only’ regions (right). H3K4me1 is shown in red, H3K4me3 in yellow, H3K9me3 in green and H3K27me3 in blue. (**D**) Frequency histograms showing the number of called chromatin regions at or near NL, referred to as ‘LADs’, and their average Hi-C A/B compartment score. The A/B compartment score was calculated from K562 Hi-C data using the CscoreTool program and these scores were averaged over the identified NL-chromatin region coordinates. The top panel pertains to the regions ‘Shared between cTSA- and TSA-seq’, the middle panel pertains to ‘cTSA-seq only’ regions and the bottom panel pertains to TSA-seq only regions. The B-compartment is shaded light red and the A compartment is shaded blue. The number of called ‘LADs’ falling into each compartment is noted beneath the ‘A’ or ‘B’ label for each compartment. (**E**) Heatmap showing the percentage of SNIPER-defined K562 Hi-C sub-compartments in K562 shared cTSA- and TSA-seq (‘Shared LADs’), cTSA-seq only (‘cTSA-only LADs’) and TSA-seq only chromatin regions (‘TSA-only LADs’). Shared nonLADs refers to euchromatic regions identified by both methods. (**F**) Bar charts showing the number of genes (upper left), enhancers (upper right), SINE elements (lower left) and LINE elements (lower right) in LADs shared between cTSA- and TSA-seq (‘Shared LADs’), cTSA-seq only LADs (‘cTSA-only’) and in ‘Shared nonLADs’ regions. (**G**) Violin plot showing the expression level of genes found in ‘Shared LADs’, cTSA-seq only ‘LADs’ (‘cTSA- only’) and in ‘Shared nonLADs’ regions.

**Figure 3.**
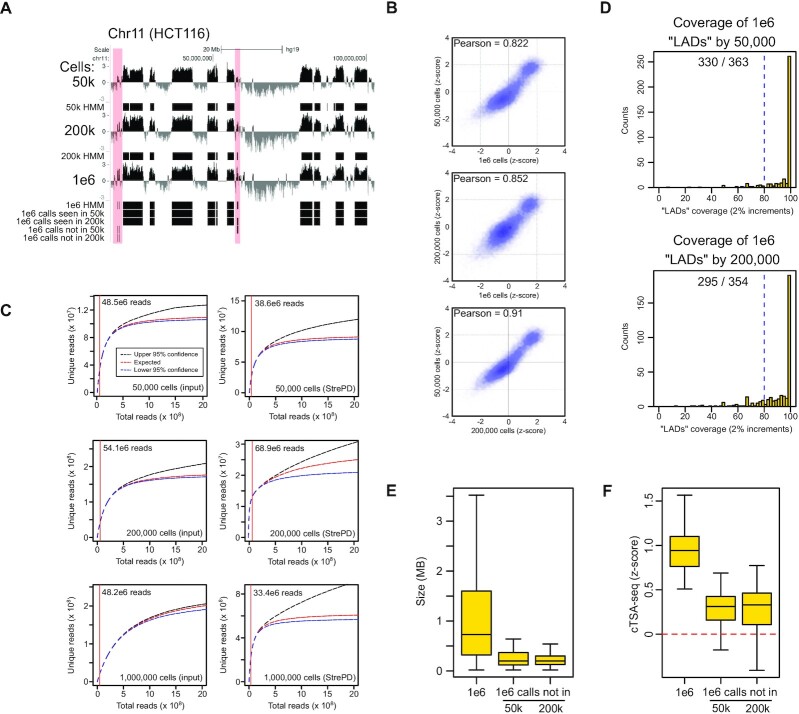
(**A**) UCSC Genome Browser tracks for low cell cTSA-seq (Chr11, hg19). ‘50k’, ‘200k’ and ‘1e6’ represent the 50 000, 200 000 and 1 000 000 HCT116 cells, respectively. Three-state HMM tracks, corresponding to the strongest signals, are shown beneath each signal track. 1e6 HMM calls identified (‘1e6 calls seen in 50k’ and ‘1e6 calls seen in 200k’) and not identified (‘1e6 calls not in 50k’ and ‘1e6 calls not in 200k’) by low cell experiments are shown at the bottom. Light red bars highlight regions from the one million cell sample not called or called as weak signal by the HMM using data from low cell experiments. (**B**) Scatter plots comparing data (*z*-score) from 50 000, 200 000 and 1 000, 000 cell cTSA-seq experiments. Pearson correlation coefficient is shown on the upper left of each plot. (**C**) Representative analysis of sequencing depth and the predicted number of unique reads for each sample from the 50 000, 200 000 and 1 000 000 cell cTSA-seq. The red vertical line indicates the actual sequencing depth for each sample. The read numbers are shown labeled on the upper left. Input samples are the left three plots while Streptavidin pull down (‘StrePD’) samples are on the right and these are denoted on the lower right. (**D**) The coverage of HMM-defined ‘LADs’ regions from the one million cell dataset by those obtained from the low-cell experiments. The coverage of the one million cell by the 50,000 cell data is the top graph while the coverage by 200 000 cells is the bottom graph. The data is presented as a histogram where the y-axis is the number of ‘LADs’ presented as ‘counts’ and the x-axis is the percentage of the ‘LAD’ covered. The coverage bins are in 2% increments. The blue dashed line is the 80% coverage position. The actual number of ‘LADs’ with 80% or greater coverage over the total number of LADs is shown in the middle top part of each graph. (**E**) Boxplot showing the size (in megabases) of the mapped chromatin regions from 1 000 000 cells, and those from the 1 000 000 cell experiment not called by the lower cell number experiments. (**F**) Boxplot showing the cTSA-seq (*z*-score) signal of HMM-defined chromatin regions from 1 000 000 cells, and those from the 1 000 000 cell experiment that were not called in the lower cell number experiments.

## RESULTS AND DISCUSSION

### Development of chromatin pull down-based Tyramide Signal Amplification-sequencing (cTSA-seq) to reliably map chromatin regions at or near the NL

The Tyramide Signal Amplification (TSA)-seq method utilizes the small fraction of DNA that is labeled by the TSA reaction to map LADs (18). However, the TSA labeling occurs on both DNA and proteins (18,23) that are at or near the nuclear lamina. We first examined the Tyramide Signal Amplification (TSA) reaction with a commercial kit (see Materials and Methods) using K562, HCT116 and mouse embryonic fibroblast (MEF) cell lines and a commercially available rabbit lamin-B1 antibody (Abcam, #ab16048) to target the proximity labeling of proteins at or near the NL with biotin (Figure 1A). The post-reaction staining with an Alexa-conjugated Streptavidin coincided largely with lamin-B1 while Streptavidin staining was not evident in control reactions that omitted the hydrogen peroxide (Figure 1B, top panel), used an anti-mouse HRP secondary antibody (Supplementary Figure S1A) or used lamin-B1 null MEFs (Figure 1B, bottom panel). Similar to previous work (18), the diffusion of Streptavidin signal for our unmodified TSA reaction was ∼1 μm from the primary lamin-B1 antibody label (Figure 1C).

Next, we sonicated and pulled down the fragmented biotinylated chromatin (Supplementary Figure S1B) with Streptavidin beads for sequencing (Figure 1A). We used one million K562 cells, which is at least 10 times less than that required for TSA-seq (41). The data obtained from cTSA-seq biological replicates were highly correlated (Figure 1D, Pearson = 0.93). The average cTSA-seq signal was similar to those obtained by DamID, the original published TSA-seq method using the mouse monoclonal lamin-B 2D8 clone antibody (18), our TSA-seq using the rabbit lamin-B1 antibody (ab16048) for this study, and our recently adapted APEX2-ID method (Figure 1E, F) (8). To further assess the cTSA-seq data, we performed decile analysis as done for SON TSA-seq (18). The published decile analysis for SON TSA-seq data revealed a gradient of epigenetic signal and transcription activity across the nuclear speckle-lamin TSA-seq axis (18), with elevated levels of transcriptional activity and euchromatic marks closest to the nuclear speckle. Conversely, these signatures were weakest at the NL. We stratified the lamin-B1 cTSA-seq signal into decile ranks where the 1st and 10th ranks corresponded to the lowest and highest cTSA-seq log_2_ values, respectively (Supplementary Figures S1C, S1D); and then measured the TSA-seq, epigenetic and transcriptional signal within genomic regions defined by each decile. Similar to what was observed for TSA-seq, cTSA-seq deciles showed an increasing gradient of transcriptional activity and euchromatic epigenetic signal away from the NL, which is represented by the lower deciles (Supplementary Figure S1E, top four panels). As anticipated, elevated heterochromatic signatures were closest to the NL (Supplementary Figure S1E, bottom two panels).

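K562 is a human leukemia cell line, and lamin-B1 cTSA-seq was performed on 1000000 cells of it. The labels hold 2 replicates, each with an input library and a streptavidin pull-down library. The authors aligned the reads to hg19, removed duplicates, scaled each library to the same total, took the log2 ratio of pull-down to input in genomic windows and transformed it to a z-score before calling regions. What they deposited is a list of called regions with a chromosome, a start and an end, in windows of 100 kb. The list carries neither a signal nor a read count, so the depth behind a region is unknown and no spread between replicates can be given. For the published TSA-seq data the authors' deposited list was used as it stands. Overlap between lists was counted from 1 bp on and compared with 1000 lists made by rotating one list by a random offset within each chromosome, which keeps the number, size and spacing of its regions. Intervals of 95% for the share of the genome and for median sizes came from 10000 resamplings of the chromosomes. Regions and chromosomes are not biological replicates, so these intervals and tests describe the lists and not the variation between experiments.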

We next used a three-state Hidden Markov Model (HMM) to identify NL-chromatin regions and then intersected the calls from each replicate to identify the strongest signals that were also reproducible. This approach was previously used to identify NL-associated chromatin mapped by APEX2-ID (8). The three-state HMM model used here separates the cTSA-seq data into (i) strong signal representing clear enrichment, (ii) intermediate or noisy signal and (iii) signal that is not enriched by the procedure. The performance of the three-state HMM model is comparable to the binary two-state model at the 100 kb resolution, and results in a similar number of NL-chromatin region calls and feature sizes (Supplementary Figures S1F, G). 

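The deposited K562 cTSA-seq list held 664 regions with a median size of 1.3 Mb (95% interval 1.2 to 1.45 Mb) and a mean size of 1.85 Mb. The smallest region was 200 kb, and the largest was 15.8 Mb. Regions were called on all 24 chromosomes, and 27 of the called windows, 0.22% of them, lay mostly in gaps of the assembly. The GC content of the called sequence was 37.9%. In the authors' deposited list for TSA-seq, 382 LADs had a median size of 2 Mb (95% interval 1.5 to 2.3 Mb), and 9 of them were a single window.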

The three-state HMM calls at 100 kb contain the highest decile ranking signal (Supplementary Figure S1D, compare ‘cTSA-seq HMM’ and ranks 7–10 tracks). 

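Of the 382 TSA-seq LADs in the authors' deposited list, 361 overlapped a K562 cTSA-seq region, which is 94.5% (95% Wilson interval 91.7 to 96.4%). When the cTSA-seq list was rotated within each chromosome, a median of 69.6% and at most 75.9% of the TSA-seq LADs overlapped it by chance (one-sided permutation test by rotation, p = 0.001, the smallest that 1000 rotations can give). The requirement that moved the share most was that 80% of a LAD be covered, which 301 LADs met (78.8%, against a median of 23.8% for the rotated lists). Without chromosome Y, a setting chosen after the data were examined, 360 of 373 LADs were found (96.5%, 95% Wilson interval 94.1 to 98%).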

We found that the cTSA-seq approach identified 97.3% of the LADs identified by the same three-state HMM model from data generated by the related published TSA-seq method (18). The genome coverage of NL-chromatin regions was approximately 1.2GB, or around 39.7% of the genome, and was ∼158 to 178MB greater than the genomic coverages observed for DamID or TSA-seq methods, respectively (Supplementary Figure S1H).

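The called cTSA-seq regions added up to 1227 Mb, or 39.6% of chromosomes 1 to 22, X and Y of hg19 (95% interval 33.5 to 44.9%). In the authors' deposited list, TSA-seq LADs added up to 1049 Mb, or 33.9% (95% interval 27.3 to 39.5%). The difference between the lists was 178.4 Mb, and cTSA-seq covered more base pairs than TSA-seq on 22 of the 24 chromosomes. With chromosome Y left out of the regions and of the genome length, the cTSA-seq regions covered 40.3%. DamID was not analysed here.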

The three-state HMM identified cTSA-seq-specific enrichments (*n* = 208) that were not identified in the published TSA-seq data (Figure 2A, light red bars). 

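All 208 regions of the authors' deposited list of cTSA-seq only regions were obtained again as the cTSA-seq regions without any overlap with a TSA-seq LAD. Their number depended on the definition, since removing the TSA-seq LADs from the cTSA-seq regions left 519 stretches, while regions with less than 50% of their length in TSA-seq LADs numbered 232. The longest of the 208 lay on chromosome 10 from 128000001 to 131900000 (hg19), measured 3.9 Mb and held 10 protein-coding genes, the longest of which was DOCK1. A region of 3.5 Mb on chromosome 7 from 67600001 to 71100000 held AUTS2 as its only whole protein-coding gene. The next in size, 3.2 Mb on chromosome 3 from 60600001 to 63800000, held 6 protein-coding genes including PTPRG. On the chromosomes displayed in Figure 2A, the authors' deposited list had 12 cTSA-seq only regions on chromosome 7 and 15 on chromosome 3, with totals of 13 Mb and 14.7 Mb.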

To verify this, we performed TSA-seq using the same antibody we used for cTSA-seq and compared it with our cTSA-seq data. We found that the majority (75.5%) of the cTSA-seq only regions found were the same between the two cTSA-seq and TSA-seq comparisons. These cTSA-seq-specific chromatin showed weak TSA-seq signal (Supplementary Figure S1I). These cTSA-seq specific regions were generally smaller in size (Figure 2B, <1MB), enriched for H3K27me3 (Figure 2C) and contained weaker cTSA-seq signal compared to shared NL-chromatin regions (Supplementary Figure S1J). 

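In the authors' deposited lists, the median size was 0.7 Mb for the cTSA-seq only regions and 1.4 Mb for the 482 regions shared with TSA-seq. The difference of medians was -0.7 Mb (two-sided permutation test with labels permuted over regions, p = 1e-05, the smallest that 100000 permutations can give). Long regions are less often free of any overlap by chance, which this test does not take into account. Between cTSA-seq regions without and with an overlap the difference of medians was -1.1 Mb. Rotated TSA-seq lists, a comparison chosen after the data were examined, gave a median of -0.5 Mb, with values between -0.8 and -0.1 Mb. For cTSA-seq only against shared regions, rotated lists gave a median of 0.2 Mb, with values between 0 and 0.5 Mb. The rotated lists left a median of 47.3% of the cTSA-seq regions without an overlap, against 31.3% in the data, so they do not measure how much of the difference comes from the definition. Sizes under 1 Mb were found for 136 of the cTSA-seq only regions, which is 65.4% (95% Wilson interval 58.7 to 71.5%), and for 160 of the shared regions, which is 33.2% (29.1 to 37.5%). The sizes of neighbouring regions are not independent, and the shared regions are the parts that both lists have in common, so a cTSA-seq region interrupted by a gap in the TSA-seq calls enters as several regions. Signal and histone marks in these regions were not analysed here.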

The cTSA-seq only regions covered around 6.02% of the genome (Supplementary Figure S1H).

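By the authors' deposited list, the cTSA-seq only regions added up to 185.9 Mb, which is 6.01% of chromosomes 1 to 22, X and Y (95% interval from resampling chromosomes 4.94 to 7.26%). The regions shared with TSA-seq added up to 932.6 Mb, or 30.1% (95% interval 24.2 to 35.3%).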

To gain further understanding of the cTSA-seq specific regions, we examined the Hi-C compartments associated with these chromatin regions. Previous analyses of Hi-C data have broadly identified the A and B compartments, which correspond to open euchromatin and closed heterochromatin, respectively (3,4). We calculated the A/B Hi-C compartment score for K562 cells at a 20 kb resolution using the CscoreTool program developed in our lab, and then measured the average A/B compartment score within the defined NL-chromatin regions (4,34). The NL-chromatin regions identified by DamID, TSA-seq and cTSA-seq methods all showed an enrichment for B-compartment scores (Supplementary Figure S1K) and as anticipated, all chromatin regions identified by both lamin-B TSA- and lamin-B1 cTSA-seq methods (‘shared’ regions) were classified as being in the B-compartment (Figure 2D, top panel). Most (96.2%, 200 out of 208) of the cTSA-seq only chromatin regions were also classified as the B-compartment (Figure 2D, middle panel). To further explore this observation, we compared our cTSA-seq data with the published SNIPER K562 sub-compartment track (4,40). The SNIPER algorithm further subdivides the A and B compartments into A1-2 and B1-4 sub-compartments at 100 kb resolution, respectively, but excludes the B4 sub-compartment since this subcompartment was only found on chromosome 19 (40). NL-chromatin regions mapped by DamID, TSA-seq and cTSA-seq all showed the expected enrichment for SNIPER B sub-compartments (Supplementary Figure S1L). An intersection of TSA- and cTSA-seq shared chromatin regions with the SNIPER sub-compartment data revealed enrichment for B3 and B2 compartments (99.2%, Figure 2E) while cTSA-seq specific regions contain signatures for B1, B2 and B3 compartments (91.5%), with a notable bias toward the B1 compartment (Figure 2E). Our three-state HMM analysis at 100 kb also identified a small number (*n* = 13) of TSA-seq only regions that were classified largely as being in the B-compartment based on their average compartment score (Figure 2D, bottom panel), and contained an enrichment for SNIPER B sub-compartments (Figure 2E). However, we did not further examine these due to their low number. 

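With the deposited calls, 21 TSA-seq LADs had no overlap with a cTSA-seq region, and together they covered 6.4 Mb or 0.207% of the genome. Their median size was 200 kb, and the largest lay on chromosome 1 from 247600001 to 248900000 (hg19). Of the 21, 8 lay on chromosome Y and 13 on the other chromosomes, where they covered 5 Mb. Compartment scores were not analysed here.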

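Protein-coding genes with at least 80% of their length inside a region were counted with the GENCODE annotation, release 44, in hg19 coordinates. By the authors' deposited lists, the shared regions held 1367 such genes, or 1.47 per Mb (95% interval from resampling chromosomes 1.26 to 1.72). For the cTSA-seq only regions the count was 453 genes, or 2.44 per Mb (2.03 to 2.91). Regions called as depleted by both methods, again from the authors' deposited list, held 11002 genes, or 17.1 per Mb (15 to 19.5). Enhancers and SINE and LINE elements were not analysed here.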

We also found that cTSA-seq only regions were more enriched for genes, enhancers, SINE elements and contained lower LINE element content than TSA- and cTSA-seq shared ‘LADs’ regions (Figure 2F). Both the shared and cTSA-seq specific regions have low gene expression (Figure 2G). These analyses show the cTSA-seq method can be used to map chromatin in the B-compartment that includes previously defined LADs and heterochromatin regions that are near the NL.

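Counted in base pairs, 88.9% of the sequence in TSA-seq LADs of the authors' deposited list was also called by cTSA-seq, and 116.4 Mb was not. In the other direction, 294.8 Mb of the cTSA-seq regions lay outside TSA-seq LADs. This is more than the cTSA-seq only regions hold, because cTSA-seq regions that overlapped LADs also extended beyond them. From such comparisons of the maps, and from Hi-C compartments and gene expression that were not analysed here, the paper concludes that cTSA-seq maps chromatin in the B-compartment, which includes known LADs and heterochromatin near the NL.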

The identification of chromatin regions found in the B-compartment but not in the previously defined LADs is interesting as it suggests that the B-compartment defined by Hi-C contains both LADs and chromatin regions near LADs. The ease of biotinylation of proteins near the NL by diffusion may lead to the pull down of chromatin proximal to the NL that is in a closed chromatin state. Additionally, the chromatin based pull down by the cTSA-seq method may capture both labeled naked DNA and chromatinized DNA thereby increasing mapping sensitivity.

### cTSA-seq mapping of chromatin at or near the NL in as few as 50 000 cells without adding carriers

The efficient mapping of chromatin regions in LADs or near the NL from low numbers of cells would open up the possibility of characterizing rare cell populations directly isolated from *in vivo* sources without further culturing or from subpopulations of cells sorted from *in vitro* culture. LADs mapping has been reported for low-cell populations using DamID and CUT and RUN (GO-CaRT) methods (16,22,42) but was not applicable to the original TSA-seq method.

We therefore examined the possible use of cTSA-seq to map chromatin regions at or near the NL in a lower number of cells. 

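HCT116 is a human colorectal cancer cell line. For 50000 and for 200000 cells the labels hold 1 input library and 2 streptavidin pull-down libraries, and for 1000000 cells they hold 1 of each kind. The authors deposited a single list of called regions for each cell number, made in the same way as the K562 list, so no spread between replicates can be given. Which other library entered the 1000000-cell list, which is deposited as a consensus, is not known. The lists held 433 regions for 50000 cells, 435 for 200000 cells and 427 for 1000000 cells. They covered 706.2, 677.6 and 656.1 Mb, and the depth is not in the files. A region of the 50000-cell list that covers the mitochondrial genome, 16571 bp, was left out. The rotated lists in these comparisons were the lists for fewer cells.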

We titrated HCT116 cells down to 50 000 and 200 000 cells prior to performing immunostaining with lamin-B1 and cTSA-seq. A one-tenth input was collected from the sonicated lysate prior to Streptavidin pull down. The lamin-B1 cTSA-seq profiles from the 50 000 and 200 000 cell samples were visually similar to those mapped from one million cells (Figure 3A) and well correlated with the 1 000 000 cell cTSA-seq (Pearson > 0.82, Figure 3B) and our previously published APEX2-ID dataset (Supplementary Figure S1M) using 1 million cells (8). We did observe that cTSA-seq experiments with very low numbers of cells (e.g. 100 to 20 000 cells) often suffered from inconsistency and high noise (Supplementary Figure S1N). Based on the unique and total reads, our sequencing depth did not reach saturation (Figure 3C) and we were able to achieve good mapping from as few as 38.6 million reads.

We next applied the same three-state HMM model used above to our low-cell data to call the strongest reproducible chromatin regions at or near the NL (Figure 3A, ‘HMM’ tracks). Intersecting these HMM calls revealed that the low-cell cTSA-seq can identify the majority of NL-chromatin regions (>82%) found in the 1 million cell reference sample. Most of these 1 million cells reference ‘LADs’ also identified by the low cell data (84–91%) showed 80% or greater coverage by the low cell mapping (Figure 3D), and indicates that we can achieve reasonably complete mapping from 50 000 cells. 

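With 50000 cells, 382 of the 427 regions of the 1000000-cell list were found, which is 89.5% (95% Wilson interval 86.2 to 92%). With 200000 cells, 369 were found, or 86.4% (82.8 to 89.3%). Rotated lists found a median of 40.5% and 39.3% by chance and never more than 48.7% and 47.3% (one-sided permutation tests by rotation, p = 0.001 for each, the smallest that 1000 rotations can give). The choice that moved these shares most was to require that 80% of a region be covered, which gave 81.7% and 71.4%. Measured in base pairs, the 50000-cell list contained 94.8% and the 200000-cell list 91.5% of the sequence called with 1000000 cells. The 3 lists are few, and the difference between 50000 and 200000 cells was not tested. On chromosome 11, which Figure 3A displays, 19 regions were called with 1000000 cells, 22 with 50000 cells and 18 with 200000 cells.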

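Among the regions found, 349 of 382 (91.4%, 95% Wilson interval 88.1 to 93.8%) had 80% or greater coverage by the 50000-cell list. For the 200000-cell list it was 305 of 369 (82.7%, 78.5 to 86.2%). These shares moved with the threshold, and at 90% or greater coverage they were 83.8% and 69.4%. From the coverage of the reference regions, the paper concludes that a reasonably complete map can be obtained from 50000 cells.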

We did notice that smaller regions with an average size of ∼250 kb were less efficiently identified by the HMM model when using data from low-cell cTSA-seq experiments (Figure 3A, light red boxes, Figure 3E). However, these regions missed by the HMM calls had relatively weak signals in all samples (Figure 3F) suggesting that these missed calls were filtered out by the three-state HMM model.

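The 45 regions of the 1000000-cell list missed with 50000 cells had a median size of 300 kb and a mean size of 377 kb, while the regions found had a median of 1200 kb. The 58 regions missed with 200000 cells also had a median of 300 kb, with a mean of 342 kb. In both cases the difference of medians was -0.9 Mb (two-sided permutation tests with labels permuted over regions, p = 0.00023 for 50000 cells and p = 6e-05 for 200000 cells), and 37 regions were missed with both cell numbers. Small regions are also missed more often by chance, and lists rotated within each chromosome, a comparison chosen after the data were examined, gave a median difference of -0.6 Mb for both cell numbers. These rotated lists missed a median of 59.5% and 60.7% of the regions, against 10.5% and 13.6% in the data, so they do not measure how much of the difference chance alone would give. Among the 12 regions of 100 kb or less, 4 were found with 50000 cells and 3 with 200000 cells. Of the 207 regions over 1 Mb, the 50000-cell list found 206 and the 200000-cell list found 207. The longest region missed with 50000 cells lay on chromosome 13 from 80400001 to 81900000 (hg19), measured 1.5 Mb and held SPRY2 as its only whole protein-coding gene. After it came regions of 1 Mb on chromosome 1 from 82400001 to 83400000 and from 102300001 to 103300000, which held no whole protein-coding gene. The lists hold no signal, so the strength of the missed regions, which the paper proposes were filtered out by the model because of weak signal, could not be measured.

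**Figure D1:**
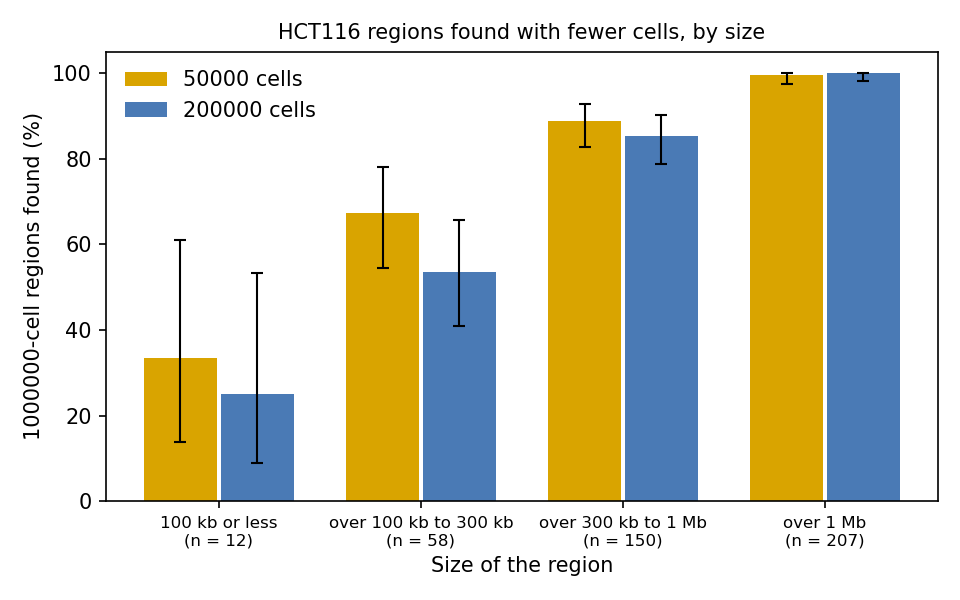
Share of the 1000000-cell HCT116 regions (%) that overlap a region called with 50000 or 200000 cells, by size of the region, with 95% Wilson intervals as error bars and n as the number of regions in a class. The share for 50000 cells rises from 33.3% in the smallest class to 99.5% in the largest, and that for 200000 cells from 25% to 100%.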

We show that cTSA-seq can offer high quality mapping of chromatin at or near the NL in as few as 50 000 cells without adding any carriers. We have previously developed a carrier approach to reduce sample loss in low-cell ChIP-seq, and have successfully used this approach to map epigenetic marks and transcription factor binding sites from as few as 100 cells (43,44). Adapting this carrier approach to be compatible with cTSA-seq should enable mapping of chromatin regions at or near the NL in far fewer cells than 50 000, especially considering that these chromatin regions represents 30–50% of the genome. Overall, the data presented here shows that cTSA-seq is a complementary tool that can efficiently identify chromatin regions consisting of dominantly LADs and NL-proximal chromatin found in the B compartment from as few as 50 000 cells.

### cTSA-seq enables the use of fixed and sorted cells to more accurately identify chromatin regions at or near the assembling NL as cells progress through G1 phase

A recent study on the dynamics of LADs during the cell cycle revealed an increased interaction between the distal ends of chromosomes and the reassembling NL during early G1 in synchronized cell populations (7). This study collected all cells at a fixed time point after mitotic block and release for mapping. However, mitotic block does not arrest all cells in mitosis and the arrested cells do not enter interphase with perfect synchrony after release (Supplementary Figure S2A). Therefore, mapping using all released cells would affect the results. Since cTSA-seq offers high quality mapping of only 50 000 cells, we reasoned that we should be able to improve the mapping by adding a sorting step for G1 DNA content of fixed cells to exclude contaminating un-arrested cells or cells that have not entered into G1.

We performed nocodazole arrest of HCT116 cells followed by a mitotic shake-off and release into fresh media followed by fixation (Figure 4A). Fluorescence Activated Cell Sorting (FACS) analyses showed that some mitotic HCT116 cells released from nocodazole progressed into G1 of the cell cycle (Supplementary Figure S2A, left panel). A clear but minor G1 cell peak could be seen between 60–90 min after release, and by 180–240 min the profile was similar to that seen for asynchronous cultures suggesting that much of the cell population had finished mitosis (Supplementary Figure S2A, left panel). We next used this approach to FACS isolate the fixed G1 cell population at 90 or 180 min after mitotic release. These cell populations will be referred to as ‘90m G1’ or ‘180m G1’ cells, respectively, to differentiate them from the G1 population isolated from asynchronous cell populations (‘Async G1’). We found that both 90m and 180m G1 cells have entered G1 as judged by DAPI and lamin-B1 staining (Figure 4B). Importantly, lamin-B1 staining appeared strongly at the nuclear periphery thus allowing the use of cTSA-seq. Chromatin in many 90m G1 nuclei appeared noticeably dissimilar to 180m G1 and asynchronously growing G1 HCT116 cells (Supplementary Figure S2B) as has been previously observed for synchronized cells released from mitotic block (45). Using the same nocodazole block and release protocol, we similarly isolated early (90m) or later (180m) G1 hTERT-RPE1 cells. Based on the FACS profile, hTERT-RPE1 cells progressed into G1 slower (7) than that of HCT116 cells (Supplementary Figure S2A, right panels), but similar to HCT116 cells, staining revealed that cells have entered G1 at both time points (Supplementary Figure S2C).

**Figure 4.**
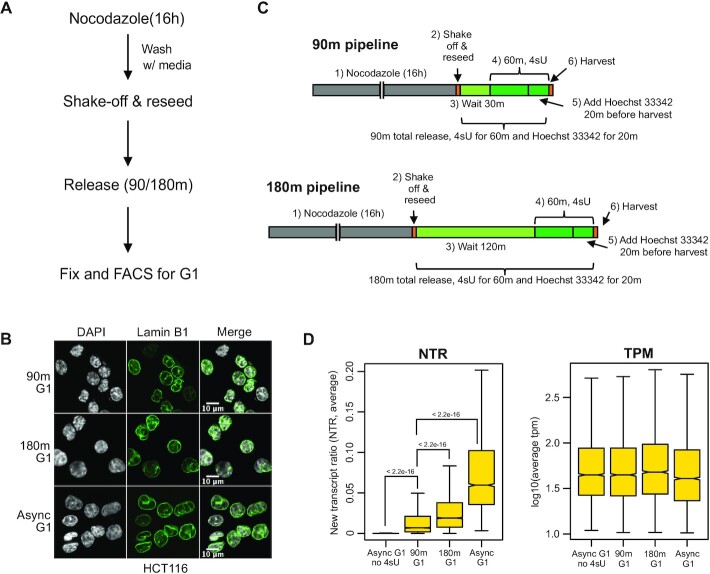
(**A**) Illustration of experimental workflow for nocodazole block and release protocol. (**B**) Lamin-B1 immunostaining (green) for HCT116 cells in early G1 (‘90m G1’), later G1 (‘180m G1’) and asynchronous G1 (‘Async G1’) isolated from asynchronous cell cultures. DAPI is presented in gray and lamin-B1 is presented in green. The scale bar equals 10 microns. (**C**) Experimental pipeline for performing SLAM-seq experiments on early (‘90m pipeline’) and later (‘180m pipeline’) G1 HCT116 cells. The 4sU labeling time was kept constant at 60 min for each sample. (**D**) Boxplots showing the average new transcripts to all transcripts ratio (NTR, left) and a log_10_ transformation of the transcripts per million (TPM, right) for indicated samples. The *P*-values shown in the boxplot were calculated from a two-tailed t-test.

Next, we further confirmed that the 90m and 180m G1 cells described above represented the early and later stages of G1, respectively. Previous reports indicate that transcription progressively increases in post-mitotic G1 (46,47). To accomplish this, we used the Thiol (SH)-Linked Alkylation for the Metabolic sequencing of RNA (SLAM-seq) labeling strategy (Figure 4C) to measure new transcripts (48). Cells treated with 4-thiouridine (4sU) incorporate the analog into newly transcribed RNA (49), and treatment of RNA with iodoacetamide results in a U- to C-conversion of the 4sU analog during reverse transcription that can be quantitated and expressed as a ratio of new RNA transcripts to total RNA (NTR) (48,50). We performed SLAM-seq on 90m G1, 180m G1 and asynchronous G1 samples by labeling with 4sU for 60 min prior to the harvesting time point (Figure 4C). The replicate experiments were concordant (Supplementary Figure S2D), and a low level of new transcription was observed in 90m G1 cells that further increased in the 180m G1 cells (Figure 4D, left panel, *P*-value < 2.2e^−16^) even though global transcript levels remained similar (Figure 4D, right panel). The expression of select cell cycle related (e.g. *CDT1*, *CDK4*, *CDK6* and *PCNA*) and DNA replication related genes (e.g. *ORC1*, *ORC6*, *MCM3,7,8*) were not prominent in 90m G1 samples, but was more apparent in 180m G1 and asynchronous G1 samples (Supplementary Figure S2E). These results are consistent with previous observations and show that the 90m G1 fraction contained cells that has entered early G1 phase characterized by low levels of transcription, while the 180m G1 cells represent a later stage of G1 with an increased number of genes being expressed.

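HCT116 cells were blocked with nocodazole, for 18 h by the paper's Methods and 16 h by the sample labels, released, and sorted for G1 DNA content 90 or 180 min later. Asynchronous G1, S and G2 cells were sorted without a block. For each of these 5 stages the labels hold 2 replicates, each with an input and a streptavidin pull-down library. The authors deposited 1 list of called regions per stage, in windows of 100 kb on hg19, and neither the signal nor the depth is in the lists. The lists held 204 regions for 90m G1, 377 for 180m G1, 443 for G1, 471 for S and 430 for G2. In the same order they covered 526.9, 634.4, 624.9, 692.5 and 618 Mb. The distal part of a chromosome was taken as 2.5% of its length at each end, and as the end of the long arm alone for the 5 acrocentric chromosomes. Its share of the called base pairs was compared with 1000 rotations of the list within each chromosome, and the overlap of a pair of lists was measured by the Jaccard index, the base pairs in both lists over the base pairs in either. The lists have no replicates, so differences in distal share between stages are given as numbers of chromosomes without a p-value.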

We next used cTSA-seq to identify chromatin regions at or near the reassembling NL in early and later G1 phase HCT116 cells. We also performed cTSA-seq of asynchronous G1, S and G2 cells isolated by FACS, which were previously shown to be largely similar with minor variations (7,8). The G2/M population was referred to as ‘G2’ since the nuclear envelope is disassembled during mitosis and does not contribute much to the signal (16,51). Lamin-B1 cTSA-seq mapping revealed a graded enrichment of signals toward chromosome ends in 90m G1 HCT116 cells, suggesting that the reassembling NL is closest to these chromosomal regions (Figure 5A, B grey bars). cTSA-seq mapping of the later 180m G1 population revealed a reduction of signal at chromosome ends and the appearance of signal at chromatin regions that were mapped from asynchronous G1, S and G2 populations (Figure 5A, B, Pearson > 0.7). 

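In 90m G1, 21.5% of the called base pairs lay in the distal 2.5% of chromosomes, while rotated lists gave a median of 4.65% and at most 10.7% (two-sided permutation test by rotation, p = 0.002, the smallest that 1000 rotations can give). By the same permutation test, the distal share was within the range of its rotated lists in 180m G1 with 5.39% (p = 0.63), in G1 with 5.83% (p = 0.33), in S with 4.89% (p = 0.83) and in G2 with 4.62% (p = 0.95). The width of the distal part moved the 90m G1 value most, and with 20% of the length at each end it held 93.5% of the called base pairs, against 38.5% in rotated lists. At that width the share also lay above the rotated lists in 180m G1 with 49.3% (permutation p = 0.002) and in G1 with 45.1% (p = 0.038), while S with 44.3% (p = 0.058) and G2 with 44.2% (p = 0.066) did not pass the threshold. The Jaccard index of 90m G1 was 0.218 with 180m G1, 0.216 with G1, 0.219 with S and 0.206 with G2. For 180m G1 it was 0.646 with G1, 0.686 with S and 0.669 with G2. Among G1, S and G2 it lay between 0.804 and 0.834. Every pair overlapped more than its rotated lists (one-sided permutation tests by rotation, p = 0.001 for each, the smallest possible), which had medians between 0.106 and 0.143. The 3 longest 90m G1 regions were 25.5 Mb on chromosome 5 from 149000001 to 174500000, 23.2 Mb on chromosome 2 from 800001 to 24000000 and 18.5 Mb on chromosome X from 135600001 to 154100000. On the chromosomes of Figure 5A, 90m G1 calls covered 25.4% of chromosome 1 and 13.4% of chromosome 14, and on chromosome 14 the first of them began at 78300001, while G1 calls began at 19100001. From the gradient toward chromosome ends, the paper proposes that the reassembling NL is closest to these parts of the chromosomes.

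**Figure D2:**
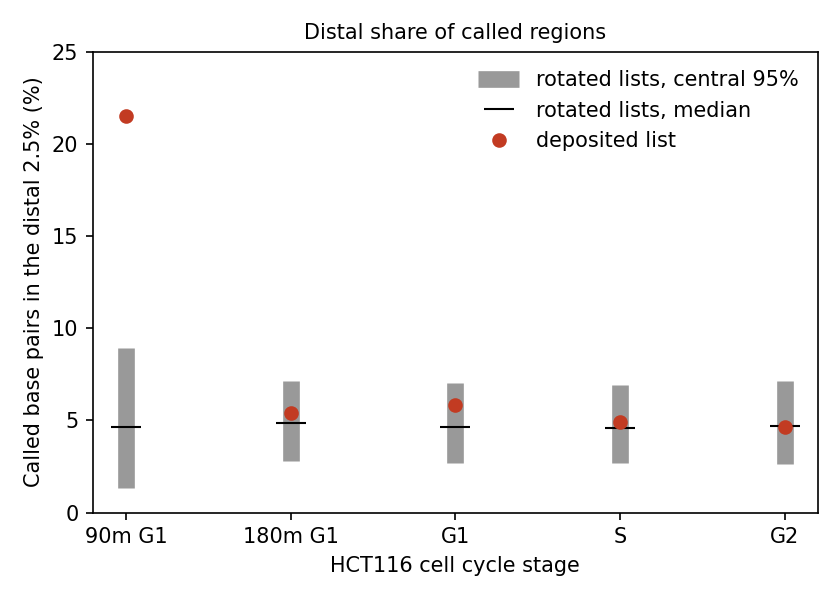
Share of the called base pairs (%) in the distal 2.5% of chromosomes for the 5 HCT116 cell cycle lists (points), with the median (black dash) and the central 95% (grey bar) of 1000 rotated lists. The point for 90m G1 lies at 21.5%, above a bar that ends at 8.94%, and the other points lie inside their bars.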

We also performed the same experiment with hTERT-RPE1 and found a similar enrichment of signal toward the distal ends of chromosomes at the 90m early (Figure 5C, D). Our lamin-B1 cTSA-seq mapping pattern of the early 90m G1 cells is similar to the early NL-chromatin interactions previously observed using an antibody-targeted Dam-ID approach (7). Thus, the cTSA-seq method readily identifies chromatin at or near the reassembling NL in early G1 from FACS sorted cell populations.

**Figure 5.**
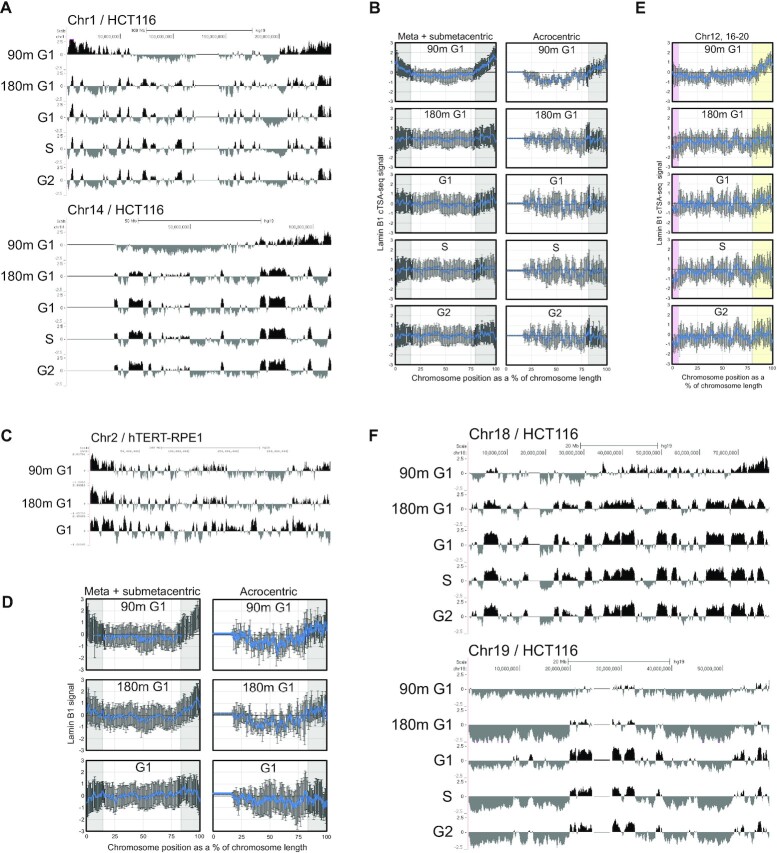
(**A**) UCSC Genome browser tracks (hg19) showing the signal obtained by lamin-B1 cTSA-seq from early G1 (‘90m G1’), later G1 (‘180m G1’), asynchronous G1 (‘G1’), S and G2 sorted HCT116 cells. The metacentric chromosome 1 (top) and acrocentric chromosome 14 (bottom) are displayed. The data presented are average *z*-scores of both replicate experiments. (**B**) Line plots showing the average lamin-B1 cTSA-seq signal from meta- and submetacentric (left) and acrocentric (right) chromosomes in the indicated cell cycle stages. Each chromosome was segmented as a percentage of their length and the lamin-B1 signal was quantified over these windows. Error bars represent standard deviation of signal. Grey bars highlight distal regions of the chromosome that show increased cTSA-seq signal in early G1. (**C**) UCSC Genome Browser tracks (Chr2 2, hg19) mapped by lamin-B1 cTSA-seq from ‘90m G1’, ‘180m G1’ and asynchronous G1 (‘G1’) populations of hTERT-RPE1 cells. (**D**) Average lamin-B1 cTSA-seq signal from meta- and submetacentric (left) and acrocentric (right) hTERT-RPE1 chromosomes. Each chromosome was evenly segmented as a percentage of their length and the cTSA-seq signal was quantified over these windows. The error bars represent standard deviation. Grey bars highlight regions where cTSA-seq signal is enriched during early G1. (**E**) The average lamin-B1 cTSA-seq signal for smaller (chromosomes 12, 16–20) meta- and submetacentric chromosomes. Purple bars highlight the low cTSA-seq signal seen on the short arm of these chromosomes that further decreases in the other samples. The yellow bars highlight the stronger distal cTSA-seq signal seen in early G1. (**F**) UCSC genome browser tracks of lamin-B1 cTSA-seq signal for chromosomes 18 (top) and 19 (bottom) across different stages of the cell cycle. The data presented are average *z*-scores.

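Of the distal 2.5% of all chromosomes, 78.6% was called in 90m G1 (95% interval from resampling chromosomes 67.2 to 87.1%), against 14% of the remaining sequence. On meta- and submetacentric chromosomes 79.4% of the distal part was called (67.2 to 88.4%), and on acrocentric chromosomes 68.6% (27 to 91.4%). The wide interval of the 5 acrocentric chromosomes reflects that 79.2 to 98.2% of the distal part was called on chromosomes 13, 14 and 15 and 0% on chromosomes 21 and 22. In the later lists the called share of the distal part of all chromosomes was 23.7% in 180m G1, 25.3% in G1, 23.5% in S and 19.8% in G2.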

In general, the distal enrichment of lamin-B1 signal revealed by cTSA-seq in early G1 cells occurred across metacentric, sub-metacentric and acrocentric chromosomes (Figure 5B, grey bars). It is notable that smaller, non-acrocentric chromosomes, such as chromosomes 12,16–20, had early G1 cTSA-seq signal that was mainly found only on the long (q) arm of the chromosome (Figure 5E, yellow bars) while the short (p) arm of these chromosomes, which showed little or no initial lamin-B1 chromatin signal, underwent a further reduction of the signal in later G1 and asynchronous G1 cells (Figure 5E, purple bars). 

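Arm boundaries are not in the files, so the first and the last 20% of each of these 6 chromosomes were compared, the short arm being at the start of the chromosome. In 90m G1, 2.18% of the first 20% was called (95% interval from resampling chromosomes 0.237 to 3.96%) and 42.9% of the last 20% (17.7 to 62%). The last 20% was called to 65.2% on chromosome 12, 75.6% on chromosome 16, 16% on chromosome 17, 49.3% on chromosome 18, 0% on chromosome 19 and 15.9% on chromosome 20. Calls in the first 20% were seen on 3 of the 6 chromosomes in 90m G1, with 6.09% on chromosome 16 as the highest share. The called share of the first 20% was 9% in 180m G1 (4.11 to 14.4%), 14.9% in G1 (7.47 to 23.5%), 13.9% in S and 12.5% in G2. That of the last 20% was 23.3% in 180m G1, 29.8% in G1, 30.1% in S and 28.1% in G2. With 6 chromosomes and 1 list per stage, no test was made. A called share is not a signal, since a window below the calling threshold counts as 0 whatever its signal.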

The well-studied human chromosomes 18 and 19 are known to preferentially localize to the nuclear periphery and nucleoplasm, respectively, and their differential localization was reported to occur in early G1 (13). 

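On chromosome 18, 5 regions were called in 90m G1, which covered 9.5 Mb or 12.2% of the chromosome. The largest extended from 70200001 to 77700000 (hg19) and measured 7.5 Mb, and a region of 0.2 Mb followed it up to 78000000. In G1, 16 regions on chromosome 18 covered 28.9 Mb. Chromosome 19 had no called region in 90m G1 or in 180m G1, whereas 12 regions with 10.1 Mb were called in G1, 9 regions with 7.5 Mb in S and 7 regions with 4.9 Mb in G2.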

We found that in early G1, chromosome 18 shows an accumulation of lamin-B1 cTSA-seq signal at one end of the chromosome while chromosome 19 shows little to no distal signal (Figure 5F).

We examined for the possibility of any transcriptional effect due to these NL-chromatin dynamics. To accomplish this, we first defined NL-chromatin regions by the three-state HMM model, as done for the K562 cTSA-seq data described above. The HMM model identified regions that were based largely on signal strength and it identified similar regions as those defined by decile ranking of cTSA-seq signal (Supplementary Figures S3A, S3B). The number of genes (∼5000) in chromatin regions that are preferentially near or interacting with lamin-B1 based on cTSA-seq in the 90m early G1 cells was over twice the number of those (∼2000) seen in later 180m G1, and the asynchronous G1, S and G2 cells (Supplementary Figure S3C). However, we did not observe the transcription of genes, as assessed from SLAM-seq, that were transiently seen in non-LAD regions in early G1 before returning to LADs-like regions in later and asynchronous G1. This suggests that transient NL-chromatin interactions have little to no effect on gene expression in early G1.

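The paper's gene set is not in the files, so genes were counted with the protein-coding genes of GENCODE on hg19, 20162 in all. At least 80% of the gene lay inside a 90m G1 region for 3462 of them (17.2%). The corresponding counts were 1069 for 180m G1, 970 for G1, 1085 for S and 918 for G2. The 90m G1 count was thus between 3.19 and 3.77 times the counts of the later lists. Of the 3462 genes, 2869 (82.9%) met the rule in no later list, and 97% had their midpoint in the distal 20% of a chromosome. With genes of all types, 64440 in all, the counts were 11384, 6828, 7403, 7738 and 6711. The excess of 90m G1 was thus smaller with genes of all types and fell short of the factor that the paper states. Of the cell cycle and replication genes that the paper names, CDT1 on chromosome 16 from 88870197 to 88875666 lay wholly inside a 90m G1 region and in no region of the later lists. CDK4, CDK6, PCNA, ORC1, ORC6, MCM3, MCM7 and MCM8 lay outside the regions of all 5 lists. Transcription was not analysed here.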

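Base pairs called in all of G1, S and G2 added up to 550.8 Mb, out of 748.1 Mb called in at least 1 of these stages, which is 73.6% (95% interval from resampling chromosomes 69.4 to 77.1%). Counted as regions of the combined lists, 353 of 521 (67.8%) were overlapped in all 3 stages, and 201 (38.6%) were covered to at least 80% in each stage. The longest stretches called in all 3 stages were 9.8 Mb on chromosome 5 from 21500001 to 31300000, 7.7 Mb on chromosome X from 139100001 to 146800000 and 7.4 Mb on chromosome 4 from 58000001 to 65400000 (hg19).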

As previously described (7,8), the vast majority of LADs mapped by cTSA-seq were stable across the G1, S and G2 stages of the cell cycle. However, minor variations in LADs across different cell cycle stages were apparent in our cTSA-seq data, as previously described in studies of cell cycle LADs using the APEX2-ID (8) and pA-DamID methods (7). These minor cell cycle-associated variable LADs (‘variable’) were H3K27me3 enriched and low in lamin-B1 signal while ‘shared’ LADs which were stable across the cell cycle were high in both H3K9me3 and lamin-B1 signal (Supplementary Figure S3D).

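The base pairs called in G1, S or G2 but not in all of them added up to 197.3 Mb in 701 stretches with a median size of 200 kb. Of these stretches, 526 (75%) touched a stretch called in all 3 stages, so that they lay at the borders of stable regions. Calls made in S alone covered 70.5 Mb, those in G1 alone 23.3 Mb and those in G2 alone 17.8 Mb. Since each stage has a single list without depth or replicates, these differences could not be set against the variation between experiments.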

Thus, cTSA-seq confirms the observation of enriched distal chromosome interaction at or near the NL in early G1, and extends this to the HCT116 cells.

### The similarity of NL-chromatin relationships between early G1 cells and Oncogene-induced Senescence cells

The strong enrichment of lamin-B1 cTSA-seq signals toward chromosome ends in two different cell types in early G1 phase promoted us to look for similar patterns in all reported maps of NL-chromatin interactions. We noticed that LADs mapped by DamID in Oncogene-Induced Senescence (OIS) Tig3 human fibroblasts (30) showed a bias toward chromosome ends similar to what we observed in our lamin-B1 cTSA-seq in 90m early G1 cells (Supplementary Figures S4A, B). A second study examining RAS^V12^-induced OIS in IMR90 cells also noted a reduction of lamin-B1 chromatin immunoprecipitation (ChIP)-seq signal in the central region of chromosomes (Supplementary Figures S4C, D) (31). The signal at the distal ends of chromosomes was significantly different in early G1 (90m G1) data when compared to both later G1 (180m G1) and asynchronous G1 samples, and between the control and OIS samples from the senescence studies (Supplementary Figure S4E). 

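In the HCT116 lists, the called share of the distal 2.5% was higher in 90m G1 than in 180m G1 on 20 of the 24 chromosomes and equal on the other 4. Against G1 it was higher on 20 chromosomes, lower on 1 and equal on 3. The 4 chromosomes without a distal call in 90m G1 were 19, 20, 21 and 22, and on chromosome 17 the called share was 4.93%. With 20% at each end in place of 2.5%, 90m G1 was higher than 180m G1 on 19 chromosomes and lower on 4. The counts are over chromosomes of single lists, without replicates. The paper's ends are 2.5% of each chromosome arm and its measure is signal. Here the ends are 2.5% of the whole chromosome, which is wider, and the measure is calls. The senescence data were not analysed here.

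**Figure D3:**
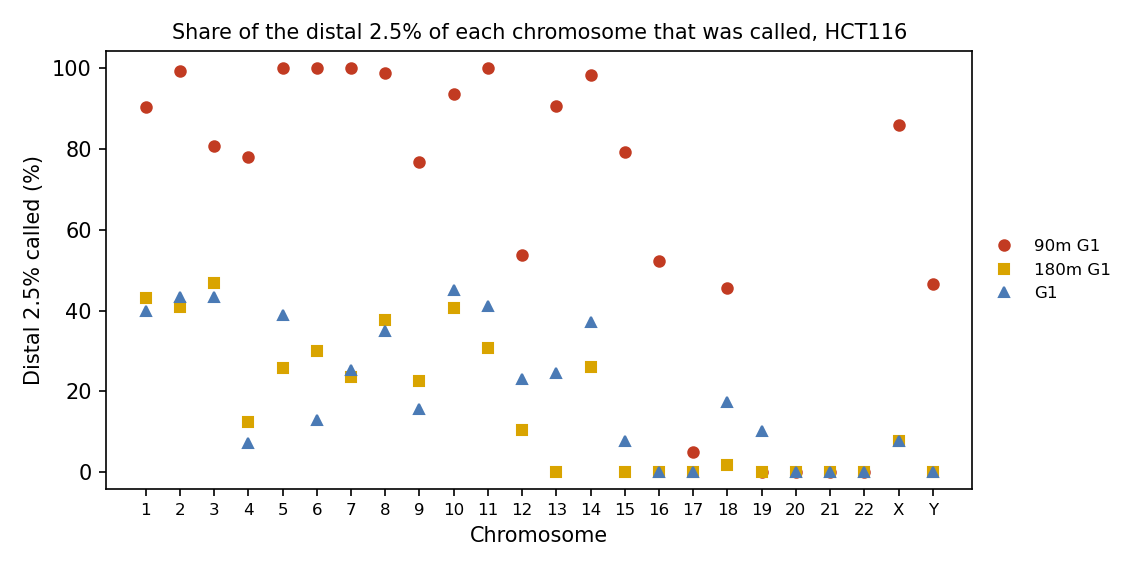
Share (%) of the distal 2.5% of each chromosome that was called in 90m G1, 180m G1 and G1 HCT116 cells. The 90m G1 points reach 100% on chromosomes 5, 6, 7 and 11 and lie at 0% on chromosomes 19, 20, 21 and 22.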

Further, we observed that OIS LADs were better correlated with NL-chromatin mapped from early (90m) G1 cells than control samples (Supplementary Figure S4F). It is tempting to speculate that these OIS cells were arrested at a relatively early G1 pattern of NL-chromatin relationship.

Here, we adapted a protocol based on TSA-seq, which we call cTSA-seq and demonstrate the ability of this method to map chromatin regions found in the B compartment of the genome that are at or near the NL in different tissue culture cells. We found that the cTSA-seq method maps most LADs (>97%) identified by TSA-seq but offers increased sensitivity by also detecting nuclear periphery heterochromatic regions that fall within the B-compartment defined by Hi-C. Importantly, the cTSA-seq method is capable of mapping these chromatin regions from as few as 50 000 cells, and with further technical adaptation such as the use of carriers, should be useful for much lower cell numbers such as those found *in vivo*. As a proof of principle, we applied cTSA-seq to map the previously observed dynamic proximal NL-chromatin interactions that appear during the transient early G1 stage of the cell cycle (7). The cTSA-seq method confirms the early G1 enrichment of distal ends of chromosome regions interacting with or proximal to the NL in hTERT-RPE1 cells and expands the observation to the HCT116 cell line, suggesting that this is a common feature of early G1. We note that this enrichment of proximal NL-chromatin signal at the distal ends of chromosomes in early G1 is reminiscent of those seen in OIS.

### cTSA-seq enables the mapping of NL-proximal chromatin from fixed-frozen tissue sections

The mapping of NL-chromatin interactions has been primarily performed using *in vitro* cultured cells. A recently developed method, GO-CaRT, is able to map the *in vivo* state of both LADs and nuclear speckle-associated domains from freshly-isolated unfixed nuclei (22). However, there has been no method for mapping using fixed tissue sections. We therefore explored the feasibility of applying cTSA-seq to this type of preserved tissue resource. We used the cerebellum of 5 month-old C57BL6 adult mice, which to our knowledge does not have mapping data on NL-chromatin interactions. The cerebellum at 5 months is mature and estimated to be composed chiefly (∼80–99%) of granule cell neurons (52,53). As such, we used the cerebellum without further isolating granule cells.

We first developed a pipeline (Figure 6A) to dissociate cells or nuclei from a tissue section. We collected serial, sagittal brain sections (100 μm total) starting from the cerebellum vermis. As seen in Figure 6B, we isolated the cerebellum by removing the rest of the brain. The isolated cerebellum was then dissociated with a combination of brief sonication and enzymatic digestion with Type 2 collagenase (see Materials and Methods). The suspension was filtered through a nylon mesh to remove large pieces of unbroken tissue. As seen in Figure 6C, the filtrate appeared to mainly consist of nuclei, although what appeared to be nuclei associated with cytoplasmic material were sometimes seen (Supplementary Figure S5A). We refer to these preparations hereafter as ‘cells/nuclei’. We counted cells/nuclei on a hemocytometer with the aid of DAPI staining to differentiate from debris (Figure 6D) and we routinely obtained ∼100 000 cells/nuclei per ∼100 μm of cerebellar tissue section. The isolated cells/nuclei from fixed-cerebellum tissue sections could be immunostained with both lamin-A/C and lamin-B1 antibodies (Figure 6E). The TSA reaction could be performed with isolated cell/nuclei as described for culture cells without any modifications (Figure 6F).

**Figure 6.**
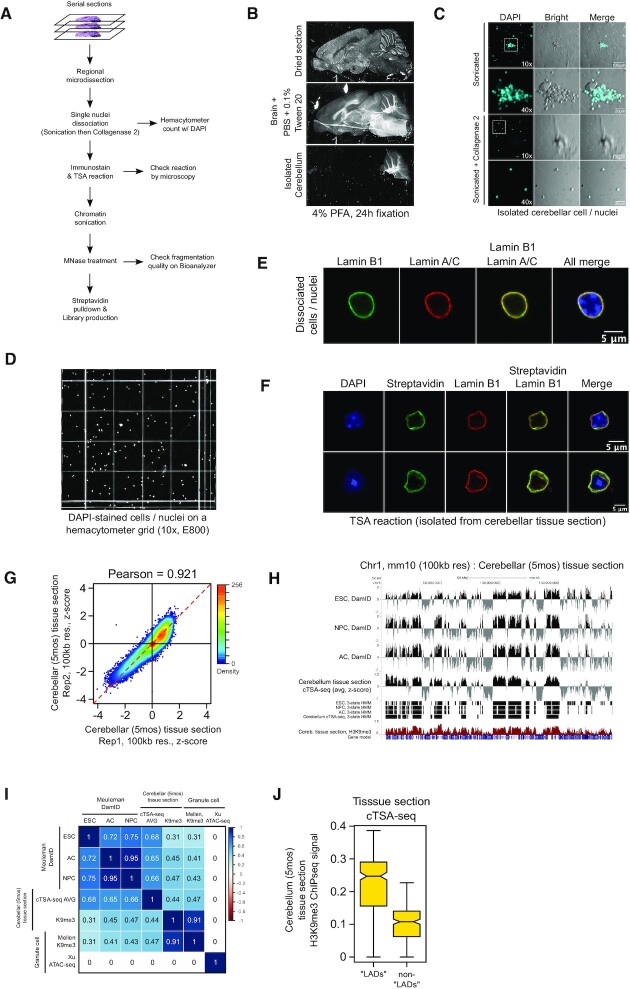
(**A**) General pipeline for the application of cTSA-seq to fixed-frozen tissue sections. Quality control steps are denoted at several points in the pipeline as horizontal arrows. (**B**) Example images of a 5 month old fixed-frozen sagittal brain section on glass slide that was thawed (top panel), incubated in PBS + 0.1% Tween-20 (middle panel) and isolated cerebellum (bottom panel). (**C**) Example images of isolated cells/nuclei after brief sonication (top two rows) and after sonication plus treatment with Collagenase Type 2 (bottom two rows). The images are of DAPI (cyan, left column), bright-field (middle column) and a merge of the two (right column). The objective used is denoted in the DAPI panel for each row. 40x objective insets are boxed in the 10× image. (**D**) Example images of the DAPI stained cells/nuclei on a hemocytometer grid used for cell/nuclei counting. DAPI and bright-field channels were simultaneously imaged and complete quadrants were stitched into a composite image. (**E**) Images of lamin-A/C (red) and lamin-B1 (green) immunostaining for a cell/nuclei isolated from fixed-frozen 5 month old cerebellum tissue sections. DAPI is presented in blue. (**F**) Close up images of a cTSA-seq reaction verification experiment on two cells/nuclei isolated from the 5 months old mouse cerebellum. Lamin-B1 (red), DAPI (blue), and merged channels are shown for both Streptavidin and lamin-B1 and for all stains performed. (**G**) Scatter plot showing the cerebellar tissue section cTSA-seq replicates. The cTSA-seq data was mapped to mm10 at 100 kb resolution and presented as a *z*-score. The Pearson correlation (0.921) is displayed at the top of the chart. (**H**) UCSC Genome browser tracks comparing DamID mapped in cells cultured *in vitro* (top three tracks) and fixed-frozen cerebellar tissue section cTSA-seq (fourth track). The data DamID data (5,36) was obtained from and lifted over to mm10 using the UCSC Genome browser. DamID was then quantitated over 100 kb genome windows. Visualization of NL-associated chromatin regions and LADs are presented as HMM calls on tracks 5–8. H3K9me3 ChIP-seq data from fixed-frozen cerebellar tissue sections is presented in maroon as the ninth track and the gene model is presented as the tenth track. All data is presented at 100 kb resolution except the H3K9me3 ChIP-seq data, which was at 20 kb resolution. cTSA-seq data is presented as an average z-score. (**I**) Heatmap matrix showing the Pearson correlation between the DamID data, the fixed-frozen cerebellar tissue section cTSA-seq, the fixed-frozen cerebellar tissue section H3K9me3 CHIP-seq data, and the published H3K9me3 ChIP-seq (37) and ATAC-seq (38) datasets from FACS-isolated granule cells. ‘ESC’ is embryonic stem cell, ‘AC’ is astrocyte, ‘NPC’ is neural progenitor cell. (**J**) Boxplot showing the quantitation of H3K9me3 ChIP-seq data obtained from fixed-frozen cerebellar tissue sections over NL-associated chromatin features (referred to as ‘LADs’) identified by HMM calling of fixed-frozen cerebellar tissue section cTSA-seq. The notches represent the confidence interval for median difference.

A major hurdle in the application of cTSA-seq to tissue sections is the inefficient fragmentation of chromatin that has been fixed for 16–24 h. To overcome this, we employed a two-step approach (Materials and methods) that uses an initial sonication of chromatin to ∼10 kilobases followed by an MNase digest, which resulted in fragmentation of chromatin to a final size range of 200–1000 bp (Supplementary Figure S5B). We note that the use of less destructive enzymes such as restriction enzymes commonly used in Hi-C protocols were ineffective. We used this chromatin fragmentation protocol for both cTSA-seq and ChIP-seq experiments below.

The lamin-B1 cTSA-seq data (mm10) from the 5-month-old cerebellum was consistent between biological replicates (Figure 6G, Pearson = 0.921). The tissue section cTSA-seq was both visually and statistically similar to the published *in vitro* DamID datasets generated for embryonic stem cells (ESC), astrocyte cells (AC) and neural progenitor cell (NPC) (Figure 6H, 6I) (5,36). A measurement of H3K9me3 ChIP-seq signal, which we mapped using the same fixed cerebellar tissue sections, over HMM-defined NL-associated chromatin (Figure 6H, HMM and Cerebellum tissue section H3K9me3 tracks) revealed the expected elevation of H3K9me3 signal (Figure 6J). Our H3K9me3 ChIP-seq was also well-correlated with a previously published H3K9me3 ChIP-seq dataset using FACS-isolated, adult granule cells, but not with the open chromatin mapped using the Assay for Transposase-Accessible Chromatin with high-throughput sequencing (ATAC-seq) (Figure 6I) (37,38). We note that NL-associated chromatin regions mapped by cTSA-seq from the cerebellar tissue section were larger than DamID LADs mapping in various cultured cells (Supplementary Figure S5C). Nevertheless, these results indicate that cTSA-seq is versatile for both *in vitro* culture cells and *in vivo* samples derived from fixed-frozen tissue sections.

While cerebellum development begins during embryogenesis, major milestones including the formation of most granule cells, synapse formation and structural foliation, occur postnatally (54,55). Cerebellum development is essentially complete at around one month (30–35 days) after birth (54,55). Previous efforts have also identified genes that are expressed at different stages of cerebellum development. Examples of such include the *Math1*/*Atoh1* and *Gabra6* genes. Math1/Atoh1 (Atonal BHLH Transcription Factor 1) is a basic Helix-Loop-Helix transcription factor critical to the formation of cerebellar granule cells (56). Math1/Atoh1 expression is seen during embryogenesis and postnatal cerebellum development but not in adult mice (57,58). Conversely, Gabra6 (Gamma-aminobutyric acid type A receptor subunit alpha6) is expressed in post-mitotic granule cells beginning around 5 days postnatal, which is supported by observations from explanted cultures of cerebellar granule cells derived from postnatal day 6 (59–61).

It has been postulated that LADs may change to facilitate specific gene expression programs associated with cell differentiation and organismal development (5,22,36). This notion is indirectly supported by genome organization studies where A/B compartment switching and the coalescence of or strengthening of TAD-TAD interactions within the B-compartment were observed upon *in vitro* cell differentiation (62–64). However, direct *in vivo* evidence for LADs change is lacking, although some evidence for *in vivo* regional differences exists (22). To see if cTSA-seq could be used to identify NL-associated chromatin change during cerebellum development, we performed cTSA-seq on cells/nuclei isolated from postnatal day 0.5 (P0.5) cerebellum. The P0 cerebellum was reported to contain ∼80% cells that are either granule neuronal cells or granule neuronal cell precursors, which is similar to the percentage of the granule neuronal cells reported for adult stages (52). The P0.5 cTSA-seq NL-associated chromatin profiles were obtained from ∼100 000 cells. P0.5 cTSA-seq replicates were correlated with each other (Supplementary Figure S5D, Pearson = 0.8). The averaged P0.5 cTSA-seq data was similar to the 5 month cTSA-seq data (Figure 7A, Supplementary Figure S5E, Pearson = 0.704). Most HMM-defined NL-associated chromatin regions (at 100 kb resolution) were shared between these two time points with 89% of P0.5 regions being shared with 5 month old and 75% of 5-month-old being shared with P0.5 data. The median size of NL-associated chromatin regions from P0.5 was ∼1.5MB and smaller than those observed from 5 months (2.2MB) (Supplementary Figure S5F). The coverage of P0.5 and 5-month NL-associated chromatin regions was 33.1% and 37.9% of the genome, respectively (Supplementary Figure S5G).

**Figure 7.**
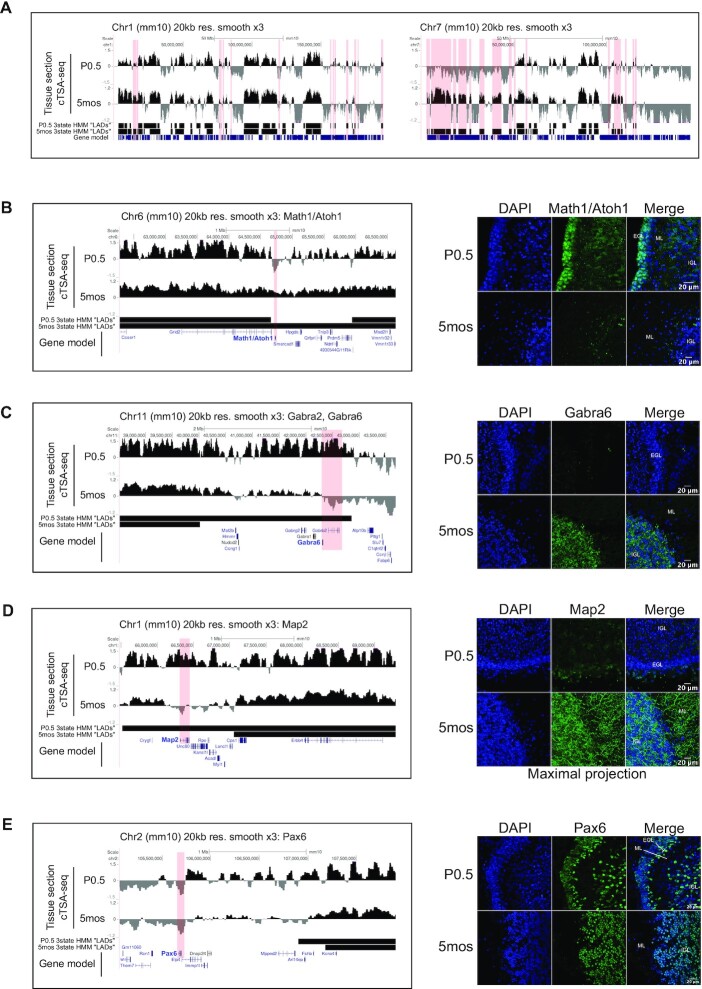
(**A**) UCSC Genome browser track (mm10) showing chromosome 1 (left panel) and chromosome 7 (right panel). Unique NL-associated chromatin regions are highlighted in light red for chromosome 7. UCSC Genome browser track showing the (**B**, left panel) Math1/Atoh1, (**C**, left panel) Gabra6, (**D**, left panel) Map2 and (**E**, left panel) Pax6 loci. The top two tracks in each panel are the average cTSA-seq data obtained from P0.5 and 5 month old cerebellum tissue sections, the third and fourth tracks represent the 3-state HMM calls (20 kb resolution) for NL-associated chromatin (‘LADs’) and the fifth track represents the gene model. The locus of interest is highlighted by a light red box and the gene name of interest is in bold and colored blue. The cTSA-seq data was mapped at 20 kb resolution and a simple moving average smoothing window of 3 was applied over the data. Left panels, representative immunostaining images of indicated brain tissue sections with a focus on the cerebellum for (B, right panel) Math1/Atoh1, (C, right panel) Gabra6, (D, right panel) Map2 and (E, right panel) Pax6. Stains for DAPI (blue), the indicated antibody (green) and a merge of the two is presented. Map2 staining is presented a maximal projection to more completely show dendritic projections. ‘EGL’ is the external granule cell layer, ‘ML’ is the molecular layer and ‘IGL’ is the internal granule cell layer.

We identified a number of unique NL-associated chromatin regions (Figure 7A, highlighted by red bars). P0.5 had 97 unique NL-associated chromatin regions while 64 regions were identified at 5 months. These unique regions were smaller with a median size of 0.8MB for P0.5 and 1.3MB for 5-month only regions (Supplementary Figure S5F). The genome coverage of these unique regions was between 101–112 MB (Supplementary Figure S5G). Unique NL-associated chromatin regions were found throughout the genome with some chromosomes showing a strong bias at P0.5 or 5-month (Supplementary Figure S5H). To gain further insight, we analyzed gene ontology (GO) for loci within the unique P0.5 NL-associated chromatin regions and found that the significant GO terms related to neuronal projection and synaptic formation (Supplementary Figure S5I top panel). For the 5-month unique NL-associated chromatin regions, the significant GO terms were skewed toward those involved with the immune system, with minor representation for thyroid and liver function (Supplementary Figure S5I bottom panel). These findings support the idea that global remodeling of NL-associated chromatin during cerebellum development could support gene expression changes.

To further examine if the developmental NL-chromatin association changes correlate with gene expression changes, we mapped the cTSA-seq data at 20 kb resolution and applied a moving average window of 3 to smooth the data. As seen Figure 7B (left panel), the *Math1*/*Atoh1* gene, which is known to be expressed in postnatal but not adult cerebellum (57,58), resides in a non-NL-associated chromatin region at P0.5 but became part of the NL-associated chromatin region at 5 months (compare ‘P0.5’ and ‘5mos’ tracks). This corresponded to the lack of protein expression in the adult mouse cerebellum (Figure 7B, right panel) (58). The genes for microtubule associated protein, *Map2*, and *Gabra6*, which are known to be silenced during cerebellum development and expressed during adulthood, appeared to be in NL-associated chromatin regions at P0.5, but were found outside of these regions at 5 months of age (Figure 7C and D left panels). Our immunostaining showed that the gene expression changes for *Map2* and *Gabra6* are concordant with their protein expression change at P0.5 and 5 month (Figure 7C and D, right panels). These data are consistent with previous reports on the expression of the *Gabra6* and *Map2* genes (59–61,65,66). Finally, Pax6, a transcription factor expressed in both postnatal and adult cerebellar granule cells, was seen outside of NL-associated chromatin at both P0.5 and 5 months (Figure 7E, left panel). *Pax6* gene expression corresponded to its protein expression at both time points (Figure 7E, right panel) (67).

The cTSA-seq method presented in this manuscript is an expanded iteration of the TSA-seq method that enables the mapping of nuclear peripheral chromatin from low numbers of *in vitro* and *in vivo* isolated cells. The application of cTSA-seq to fixed tissue sections reveals both global and local changes in NL-associated chromatin during cerebellum development and provides evidence for the influence of the nuclear lamina on the expression of some genes during organogenesis. The method opens the door for mapping of chromatin at the nuclear periphery from various tissues, which will aid the understanding of how the NL regulates development, aging, and disease.

## DATA AVAILABILITY

All sequencing data is available at GEO GSE186503. UCSC Genome Browser tracks are available at the following links:

Figures 1E, 2A and Supplementary Figure S1D: https://genome.ucsc.edu/s/tranjoseph/hg19_K562_Figures_1%262.

Figure 3A and Supplementary Figure S1N: https://genome.ucsc.edu/s/tranjoseph/hg19_low_cell_HCT116_cTSAseq_Figure_3.

Figure 5A, C, F, Supplementary Figures S4A, S4C: https://genome.ucsc.edu/s/tranjoseph/hg19_R90_R180_G1SG2_Lenain_Sadaie_RPE_FIgure_5%26S4.

Supplementary Figure S3B: https://genome.ucsc.edu/s/tranjoseph/hg19_R90_R180_Async_G1_rank_check_Figure_S3.

Figure 6H: https://genome.ucsc.edu/s/tranjoseph/mm10_B6_cerebellum_Reps1_2.

Figure 7: https://genome.ucsc.edu/s/tranjoseph/mm10_B6_TS_P0.5_5m_cTSAseq.

## Supplementary Material

gkac762_Supplemental_Files Click here for additional data file.

# Supplementary material for: High quality mapping of chromatin at or near the nuclear lamina from small numbers of cells reveals cell cycle and developmental changes of chromatin at the nuclear periphery
**Source:** Nucleic Acids Res. 2022 Sep 21;50(20):e117. doi: 10.1093/nar/gkac762
**Supplement:** gkac762_Supplemental_Files

## **cTSA-seq protocol : Zheng lab**

### **Materials:**

#### **Chemicals:**

1. Hydrogen Peroxide 35% solution (Sigma #H3410-500ML)
2. 16% paraformaldehyde (Electron Microscopy Services, #15710)
3. Glycine (Sigma, #G8898-1KG)
4. Tris-base (Roche #10708976001)
5. Sodium chloride (NaCl, EMD #SX0420-3)
6. Potassium chloride (KCl, EMD #PX1405-1)
7. EDTA (Fisher Chemical #S311)
8. IGEPAL-CA630 (Sigma #I3021)
9. Urea (Mallinckrodt #7729)
10. Sodium azide (Sigma #S2002)
11. Tween-20 (Sigma, #P5927-500ML)
12. Triton X-100 (Sigma, #T8787-250ML)
13. Sodium deoxycholic (Sigma #D6750)
14. Sodium ascorbate (Sigma #PHR1279-1G)
15. Trolox, (+)-6hydroxy-2,5,7,8 tetramethyl chromane-2 carboxylic acid (Sigma, #23813-1G)
16. Bovine serum albumin (BSA, Sigma #A7906)
17. Goat serum (Sigma, G9023-10ML)

#### **Prepared solutions:**

1. 10x PBS and 1x PBS pH 7.4 solutions
2. 1% Hydrogen peroxide solution in 1x PBS
3. 4% Paraformaldehyde solution in 1x PBS (prepare fresh)
4. PBS + 0.01% Tween-20
5. PBS + 0.25% Triton X-100
6. 2.5M glycine solution in water
7. Blocking solution: 1x PBS + 10% BSA/normal goat serum + 10mM NaN<sub>3</sub> + 0.1% Triton X-100 (prepare fresh)
8. Neutralization solution: 1x PBS + 10mM sodium ascorbate + 10mM Trolox + 0.1% Tween-20 (prepare fresh)
9. RIPA buffer: 50 mM Tris, 150 mM NaCl, 0.1% (wt/vol) SDS, 0.5% (wt/vol) sodium deoxycholate and 1% (vol/vol) Triton X-100, pH 7.5) supplemented with phenylmethylsulfonyl fluoride (PMSF)
10. LiCl buffer: 250mM LiCl, 1% IGEPAL-CA630, 1% deoxycholic acid, 10mM Tris, pH 8.0, 1mM EDTA
11. High salt buffer : 1M KCl, 50mM Tris-Cl pH 8.0, 5mM EDTA
12. Urea wash buffer: 2M Urea, 10mM Tris-Cl pH 8.0

#### **Enzymes:**

1. Proteinase K: (Thermo #EO0491)

#### **Antibody and staining reagents:**

1. Rabbit anti-lamin B1 antibody (Abcam, #ab16048)
2. Streptavidin conjugate to Alexa 488 (Biolegend, #405235)
3. DAPI

#### **Kit:**

1. Biotin-XX-tyramide Superboost kit (Thermo, # B40921)

#### **Equipment:**

1. Diagenode Bioruptor Pico
2. Eppendorf Thermomixer
3. 1.5ml Diagenode Pico microtube with caps (Diagenode #C30010016)

#### **Streptavidin pull-down and Library**

1. Streptavidin beads (Pierce, #88817) or Thermo Streptavidin MyOne C1 dynabeads (Thermo #65001)
2. Ampure XP beads (Beckman #A63882)
3. DynaMag-2 (Invitrogen #12321D)
4. Takara Thruplex DNA-seq 48 kit (Takara, #R400675)

## **Protocol:**

### **A. Harvesting and fixation of cells :**

Notes: The cTSA-seq reaction can be done in solution and on a plate / coverglass. Here, the experiment is described for harvested cells in solution. Secondly, it seems essential to use non-stick tubes which should be sealed with parafilm during incubations to minimize evaporation. Centrifugation in standard Eppendorf tubes often leads to a “smearing” of cells along the wall of the tube. This smear can be collected, and is greatly reduced by using PBS with Tween-20, but I suspect that repeatedly pipetting these cells to pellet them will damage the cells to the point where the resulting sequencing data will be noisy or not work at all.

1. Wash cells with PBS and trypsinize with 2ml of 0.05% Trypsin solution.
2. Collect the trypsinized cells and add to a 15ml falcon tube containing 4ml of culture media.
3. Add in 2ml of 4% PFA and fix for 10 minutes at room temperature with gentle rocking.
4. Add in 2.5M glycine to a final concentration of 150mM (480μl) and incubate on ice for 5 minutes.
5. Pellet the cells at 300g x 5 minutes at room temperature.
6. Resuspend the cell pellet in 5ml of PBS and pellet as described in **A5**.
7. Resuspend the cell pellet in 5ml of PBS.
8. Count the fixed cells with a hemacytometer.
9. Aliquot 1 million cells and pellet at 300g x 5 minutes at room temperature. Aspirate.

### **B. Permeabilization and incubation with primary antibody :**

1. Resuspend the cell pellet in PBS + 0.25% Triton X-100 and incubate at room temperature for 10 minutes.
2. Pellet at 300g x 5 minutes at room temperature.
3. Resuspend in 500μl PBS + 1% hydrogen peroxide and incubate at room temperature for 30 minutes.
  - a. Leave the cap open since the pressure can cause the cap to pop off.
4. Neutralize the hydrogen peroxide with sodium ascorbate and pellet as described in **B2**.
5. Aspirate most of the solution off very carefully. Leave around 300μl. The pellet will be fluffy and is easily lost so use a P200 or P1000 for this.
6. Add in 500μl PBS + 0.1% (range of 0.001-0.1% works) Tween-20 and repeat the pelleting procedure described in **B2**.
7. Aspirate as described in **B2**.
  - a. If the pellet is still not compact and at the bottom - it can be “fluffy” - repeat **B5-B7**.
8. Once aspirated completely, block the cell pellet by resuspending in blocking solution (1x PBS + 10% BSA/normal goat serum + 10mM NaN<sub>3</sub> + 0.1% Tween-20) and incubate for an hour at room temperature.
9. Pellet as in **B2** and aspirate.
10. Resuspend in primary antibody overnight at 4 degrees C.
  - a. Let sit in a Eppendorf tube rack
  - b. Antibody is diluted in blocking solution at 1:400
  - c. 400μl of solution used for 1e6 cells.

### **C. Secondary and TSA reaction**

1. Pellet the cells at 300g x 5 minutes at room temperature
2. Carefully aspirate off the antibody solution.
3. Wash two times with 500µl of PBS + 0.1% Tween-20 for 10 minutes each.
4. Pellet and aspirate as in **C1-C2** between each wash.
5. Wash one time with the 1x blocking solution provided with the Biotin-XX-tyramide Superboost kit. Incubate for 10 minutes and pellet as in **C1-C2**.
6. Resuspend the cells in the Anti-rabbit HRP secondary solution supplied with the Biotin-XX-tyramide Superboost kit and incubate for 2h at room temperature.
  - a. Place in an Eppendorf rack in the dark.
7. Wash two times with 500µl of PBS + 0.1% Tween-20 for 10 minutes each.
8. Pellet and aspirate as in **C1-C2** between each wash.
9. Wash with 300µl 1x reaction buffer.
  - a. The 1x reaction buffer is prepared from the 10x reaction buffer stock solution supplied with the Biotin-XX-tyramide Superboost kit
10. Prepare 300µl 1x reaction and add 3µl of the 100x Biotin Tyramide stock solution.
  - a. The Biotin Tyramide stock solution is prepared in DMSO according to the manufacturer's suggestions.
11. Resuspend the cell pellet by adding the 1x reaction buffer + Biotin Tyramide.
  - a. Do not pipet up and down if you're using standard tips and Eppendorf tubes. There is a tendency for the cells to "clump" inside the pipet tip.
  - b. Instead, flick the tube gently.
12. Add in the 100x Hydrogen Peroxide solution supplied with the Biotin-XX-tyramide Superboost kit and incubate for 10 minutes at 25 degrees C in a Thermomixer.
13. Neutralize the reaction by adding 1 volume of Neutralization solution (1x PBS + 10mM sodium ascorbate + 10mM Trolox + 0.1% Tween-20).
  - a. It is OK to use a non-crystalline version of sodium ascorbate (e.g., Sigma #A4034). The cell pellet, however, is slightly "brown".
14. Wash with 500µl Neutralization solution.
15. Pellet and aspirate as in **C1-C2**
16. Wash with 500µl PBS + 0.1% Tween-20. Pellet and aspirate as in **C1-C2**
  - a. **Check the reaction here!!**
  - b. Take an (~50µl) aliquot after resuspending the cells to a new 1.5ml tube
  - c. Stain this by adding in 150µl PBS + 0.1% Tween-20 containing
    - i. Streptavidin 488 (1:200)
    - ii. Goat-anti rabbit 594 (1:600)
    - iii. DAPI (1:1000)
  - d. Stain for 40 minutes.
  - e. Wash with PBS + 0.1% Tween-20 three times and aspirate carefully between washes.
  - f. After final wash, aspirate and resuspend in 5µl of PBS + 0.1% Tween-20. Add 5µl of Prolong anti-fade, mount on a slide and image.
17. Aspirate. Store at -80 degrees C or proceed ahead to the sonication and pull-down procedure.

#### **D. Lysis, sonication and pull-down**

1. If the cells were frozen, thaw on ice for 15 minutes.
2. Resuspend the pellet in 600µl RIPA buffer supplemented with PMSF.
3. Lyse at 4 degrees C with rotation for 30 minutes.
4. Dispense 300µl of the lysed material into two 1.5ml Diagenode Pico tubes.
5. Sonicate
  - a. Sonicate for 30 minutes total : 30 seconds on/off.
  - b. We determined this empirically and chose a length of time where the DNA was sheared to around 200-400bp. You need to do this for each cell type.
6. Pellet the sonicated material at 12,000g x 30 seconds at 4 degrees C.
7. Collect 1/10<sup>th</sup> (60µl) of the lysate for input.
  - a. Add 10µl Proteinase K solution
  - b. Incubate at 50 degrees C with 700rpm shaking in an Eppendorf Thermomixer.
8. Collect the remaining clarified lysate to a new 1.5ml tube (~540µl).
9. Add in 410µl of RIPA buffer supplemented with PMSF.
10. Prepare the Streptavidin magnetic beads by dispensing 75µl to a microfuge tube.
  - a. Magnetize on a Dyna-Mag2, aspirate and wash with 150µl of RIPA + PMSF
  - b. Magnetize and aspirate.
  - c. Resuspend in 50µl of RIPA + PMSF.
11. Add 50µl of the Streptavidin / RIPA + PMSF slurry and add to the clarified lysate.
12. Rotate overnight at 4 degrees C.

#### **E. Streptavidin pull-down washes and isolation of DNA**

1. Magnetize the Streptavidin pull-down on a DynaMag-2.
  - a. Around 1 minute is required to tack the beads to the back of the microfuge tube.
2. Wash with 1ml of the following. Magnetize and aspirate in between.
  - a. One time with 1ml RIPA + PMSF. Incubate on ice for 2 minutes.
  - b. One time with 1ml RIPA + PMSF. Incubate on ice for 2 minutes.
  - c. One time with 1ml LiCl buffer. Incubate on ice for 2 minutes.
  - d. One time with 1ml High Salt buffer. Briefly
  - e. One time with 1ml Urea buffer. Briefly.
  - f. One time with 1ml RIPA. Briefly
3. Aspirate and resuspend the beads in 100µl RIPA buffer.
4. Add 10µl of Proteinase K. Incubate overnight at 50 degrees C with 700rpm shaking in a Eppendorf Thermomixer.
5. Isolate the input DNA with Ampure XP beads.
  - a. 1:1 final ratio (60µl : 60µl).
  - b. Elution of DNA with low-volumes of Buffer EB is not particularly easy especially when an excessive amount of Ampure XP beads is used.
  - c. We prepared the Ampure XP buffer (20% PEG 8000, 2.5M NaCl, 10mM NaN<sub>3</sub>) and add 45µl of this buffer and 15µl of the original Ampure XP bead slurry.

- d. Incubate for 10 minutes at room temperature.
  - e. Magnetize and aspirate with a P200.
  - f. Wash two times with 80% ethanol. Aspirate between washes with a vacuum trap aspirator.
  - g. Air dry the beads until the "shine" disappears and elute with 12 $\mu$ l of Buffer EB (from the Qiagen PCR / plasmid / gel extraction kit. The buffer is 10mM Tris-Cl pH 8.5)
  - h. Quantitate by Qubit.
6. For DNA isolation from the Streptavidin pull-down.
- a. First magnetize the overnight Proteinase K digestion on the Dyna-Mag2.
  - b. Collect the liquid and transfer to a new 1.5ml tube (no beads, please)
  - c. Purify by Ampure XP as done for the input in **E5**.
    - i. Here, the volume is 110 $\mu$ l
    - ii. I add 95 $\mu$ l of Ampure XP buffer and 15 $\mu$ l of Ampure XP bead slurry.
  - d. Elute with 12 $\mu$ l of Buffer EB and quantitate by Qubit.
7. Check the fragmentation pattern on the Bioanalyzer prior to library production.
8. Library construction is done using the Takara (was Rubicon) ThruPLEX kit according the manufacturer's instructions.
- a. Use 2-5ng of DNA. Scale to whichever is lower.

# Supplementary material for: High quality mapping of chromatin at or near the nuclear lamina from small numbers of cells reveals cell cycle and developmental changes of chromatin at the nuclear periphery
**Source:** Nucleic Acids Res. 2022 Sep 21;50(20):e117. doi: 10.1093/nar/gkac762
**Supplement:** gkac762_Supplemental_Files

Figure S1

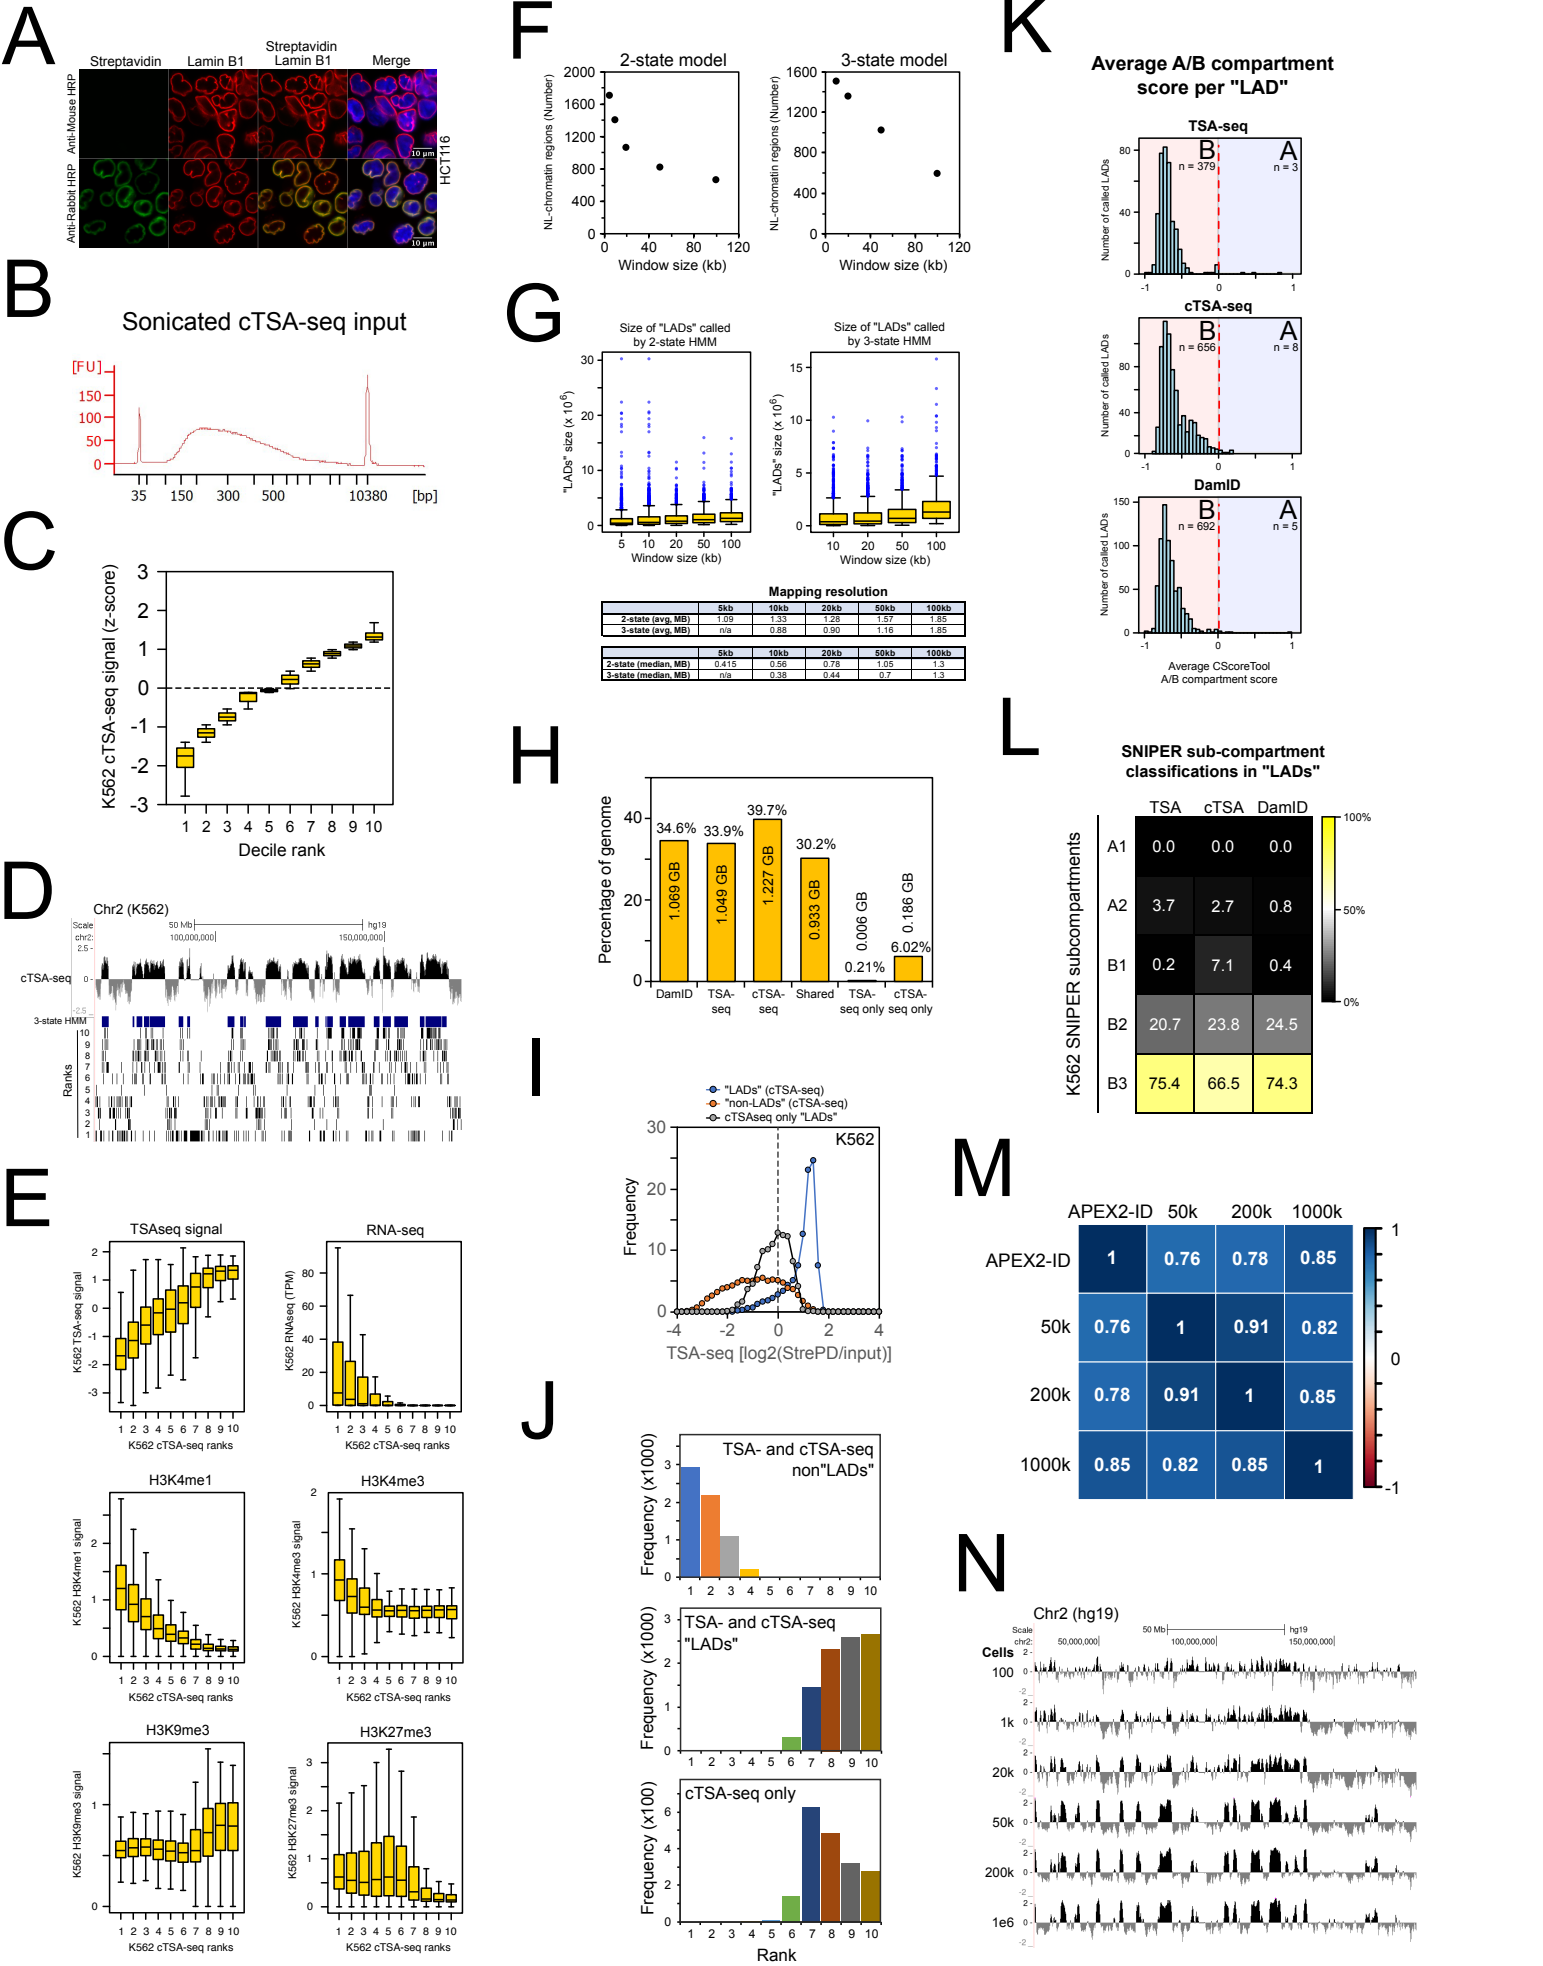

## Figure S1: cTSA-seq labeling controls and additional details regarding cTSA-seq mapping

**(A)** The TSA reaction performed with HCT116 cells using an anti-rabbit HRP or an anti-mouse HRP secondary. Staining was done with Streptavidin (green) and lamin-B1 (red). **(B)** An example Bioanalyzer plot showing the distribution of DNA fragments in base pairs (“bp”) obtained after sonication. **(C)** Boxplot showing the distribution of K562 cTSA-seq signal in decile ranks. **(D)** UCSC Genome browser view (hg19) showing the location of decile ranks on chromosome 2. The decile ranks are shown in descending order with the strongest cTSA-seq signal in rank 10 and the weakest in rank 1. The 3-state HMM track representing the called cTSA-seq NL-associated chromatin regions (“cTSA-seq HMM”) is shown in dark blue. **(E)** Boxplots showing the quantification of K562 TSA-seq (by lamin-B 2D8 antibody) (“TSA-seq signal”), RNA transcription (“RNA-seq”), euchromatin (“H3K4me1” and “H3K4me3”) and heterochromatin (“H3K9me3” and “H3K27me3”) signals across cTSA-seq deciles. **(F)** Plots showing the number of cTSA-seq NL-associated chromatin regions identified using the 2-state and 3-state HMM algorithms according to window sizes (mapping resolution). **(G)** Boxplot showing the size of NL-associated chromatin regions identified by the 2-state and 3-state HMM algorithms at different resolutions. The blue dots represent the outliers. The bottom table shows the average and median length of NL-chromatin regions identified by the HMM calls. **(H)** Bar chart showing the genomic coverage of NL-associated chromatin mapped by DamID, lamin-B TSA-seq and cTSA-seq as well as the coverage for regions shared between TSA-seq and cTSA-seq, TSA-seq only and cTSA-seq only. The gigabases (GB) and percentage of the genome covered are shown on the graph. **(I)** Line plot showing the TSA-seq signal associated with different cTSA-seq features. We examined this signal over cTSA-seq defined NL-associated chromatin “LADs” (blue), “non-LADs” (orange) and “cTSA-seq only LADs” (grey). **(J)** Bar charts showing the cTSA-seq decile ranking of regions classified as shared nonLADs (top), shared “LADs” (middle) and cTSA-seq only “LADs” (bottom). **(K)** Histogram showing the average K562 A/B compartment score over TSA-seq (using lamin-B 2D8 antibody, top panel), cTSA-seq (middle panel) and DamID (bottom panel). The A/B compartment score was calculated from K562 Hi-C data using the CscoreTool program and these scores were averaged over the identified NL-chromatin region coordinates. The x-axis represents the average A/B compartment score and the y-axis represents the number of LADs. The red-dashed line is the zero line. **(L)** A heatmap of SNIPER K562 Hi-C A/B sub-compartment composition for TSA-seq, cTSA-seq and DamID mapped LADs. The SNIPER A/B sub-compartment classifications at 100 kb resolution were obtained from Xiong and Ma., 2019 and then intersected with LADs coordinates. The composition was calculated as a percentage of the total number of intersected sub-compartment classifications. **(M)** A heatmap showing the Pearson correlation between cTSA-seq (using the indicated number of cells) and APEX2-ID in HCT116 cells. **(N)** UCSC genome browser view (hg19) of HCT116 cTSA-seq signal (z-score) for indicated numbers of cells. Each data set is an average of two biological repeat, except for the 100-cell experiment which is from a single experiment.

Figure S2

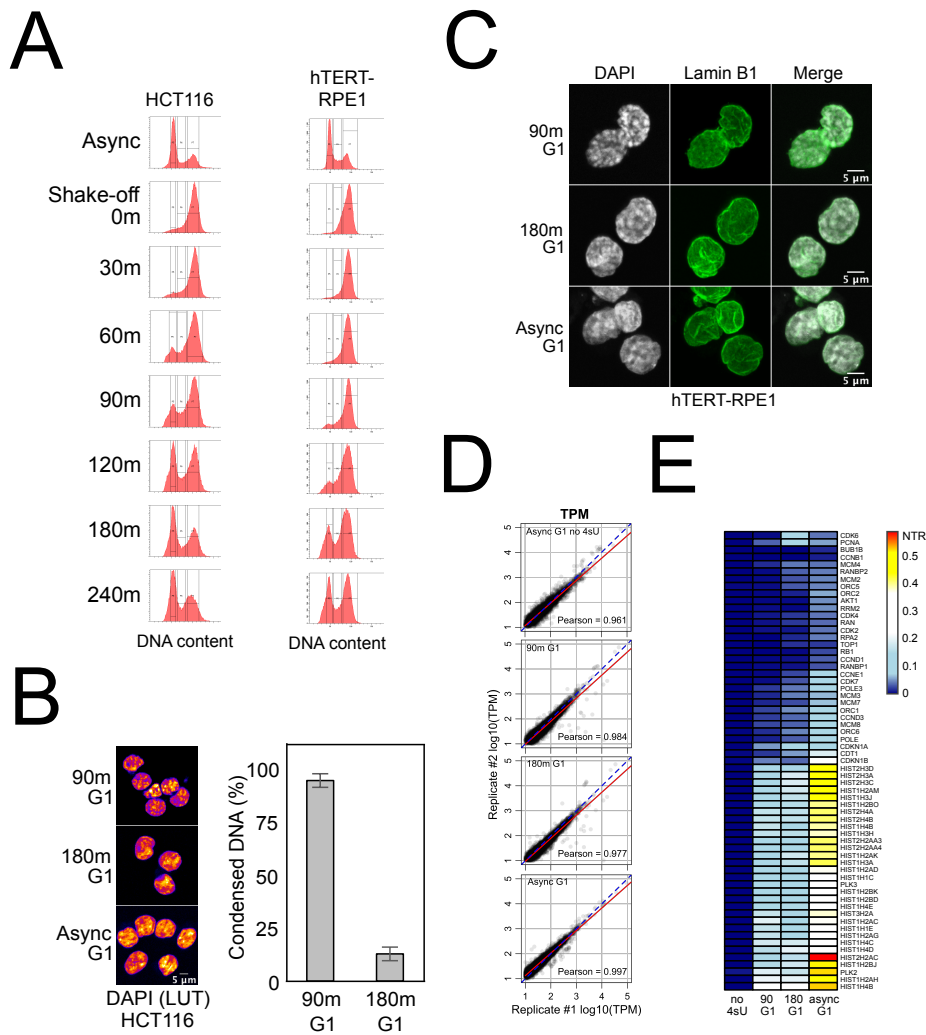

## Figure S2: Quality control and features from early G1 FACS and SLAM-seq experiments

**(A)** Typical FACS profiles showing the time course of emergence of G1 cells after nocodazole release. DNA was stained with Hoechst 33342 prior to FACS. Asynchronous populations (“Async”) were used as a gating reference. The left and right panels are representative experiments done for HCT116 and hTERT-RPE1 cells, respectively. **(B)** Left panel shows a look up table (LUT) display of DAPI signal (DNA) for FACS sorted early G1 (90m G1), later G1 (180m G1) and asynchronous G1 (Async G1) HCT116 cells. Right panel shows a graph of the percentage of cells containing apparently dissimilar chromatin in the 90m early G1 population when compared to 180m G1 populations. **(C)** Lamin-B1 immunostaining for FACS isolated early (“90m G1”), later (“180m G1”) and asynchronous G1 (“Async G1”) hTERT-RPE1 cells. Lamin-B1 is presented in green and DNA (DAPI) is presented as grayscale. The scale bar represents 5 microns. **(D)** Scatter plots for SLAM-seq replicates. The axes are a log10 transformation of the transcripts per million (TPM). Untreated asynchronous G1 (“Async G1 no 4sU”), early (“90m G1”), later (“180m G1”) and asynchronous G1 (“Async G1”) HCT116 populations were examined. The blue dashed line is a reference diagonal line and the red line represents a linear model. The Pearson correlation value is presented in each panel on the lower right. **(E)** Heatmap showing the new transcription (NTR) level for select genes, including known cell cycle proteins and histone gene clusters, in the indicated cell populations. Note that the asynchronous G1 with no 4sU is labeled as “no 4sU”.

Figure S3

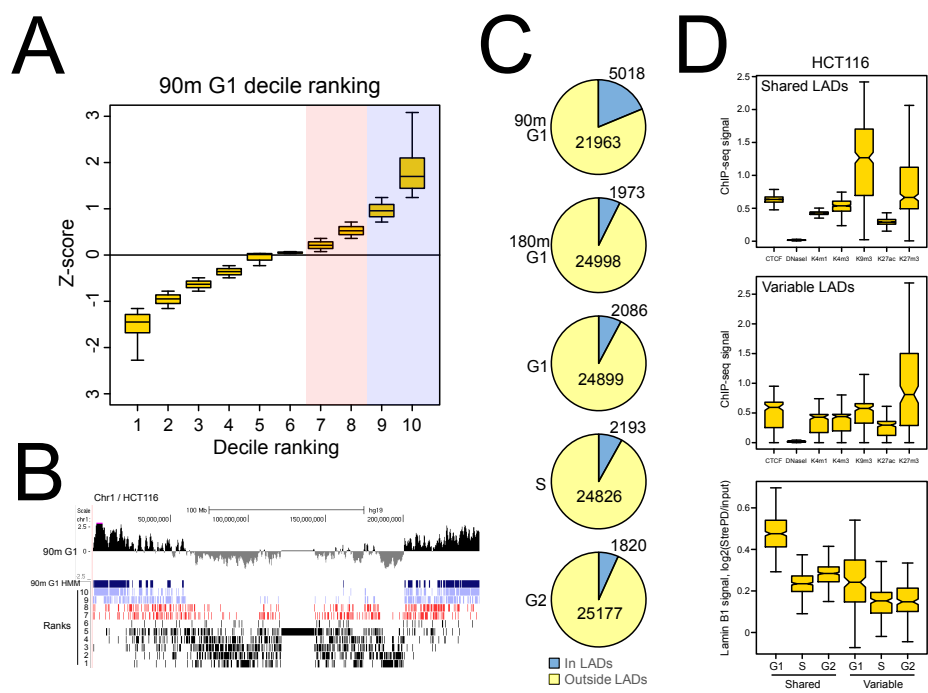

### **Figure S3: Decile ranking and additional analyses of cell cycle-related cTSA-seq experiments**

**(A)** Example boxplot showing the decile ranking of cTSA-seq z-score data for the 90m G1 sample. The light red bar highlights a weak positive cTSA-seq z-score while the blue bar represents the strongest cTSA-seq z-score. **(B)** Example UCSC Genome Browser view (Chr1, hg19) showing the location of decile ranks for 90m G1 cells and their relationship to the HMM calls. The HMM call for NL-chromatin regions at 90m G1 is shown in dark blue. The 9<sup>th</sup> and 10<sup>th</sup> ranks, which correspond to the strongest cTSA-seq signal are shown in light blue and the 7<sup>th</sup> and 8<sup>th</sup> ranks are shown in red.

**(C)** Pie-charts showing the number of genes inside and outside of the lamin-B1 cTSA-seq mapped regions (referred to here as “In LAD” and “Outside LAD”, respectively). Gene localization was called if at least 80% of the gene resided within the examined feature. **(D)** Boxplots showing the ENCODE HCT116 epigenetic ChIP-seq signal quantified over lamin-B1 cTSA-seq mapped chromatin regions that were shared (top panel, referred to as “Shared LADs”) or variable (middle panel, referred to as “Variable LADs”) across the G1, S, and G2 phases of the cell cycle. A boxplot showing the change in lamin-B1 cTSA-seq signal in shared and variable LADs over the cell cycle (bottom panel).

Figure S4

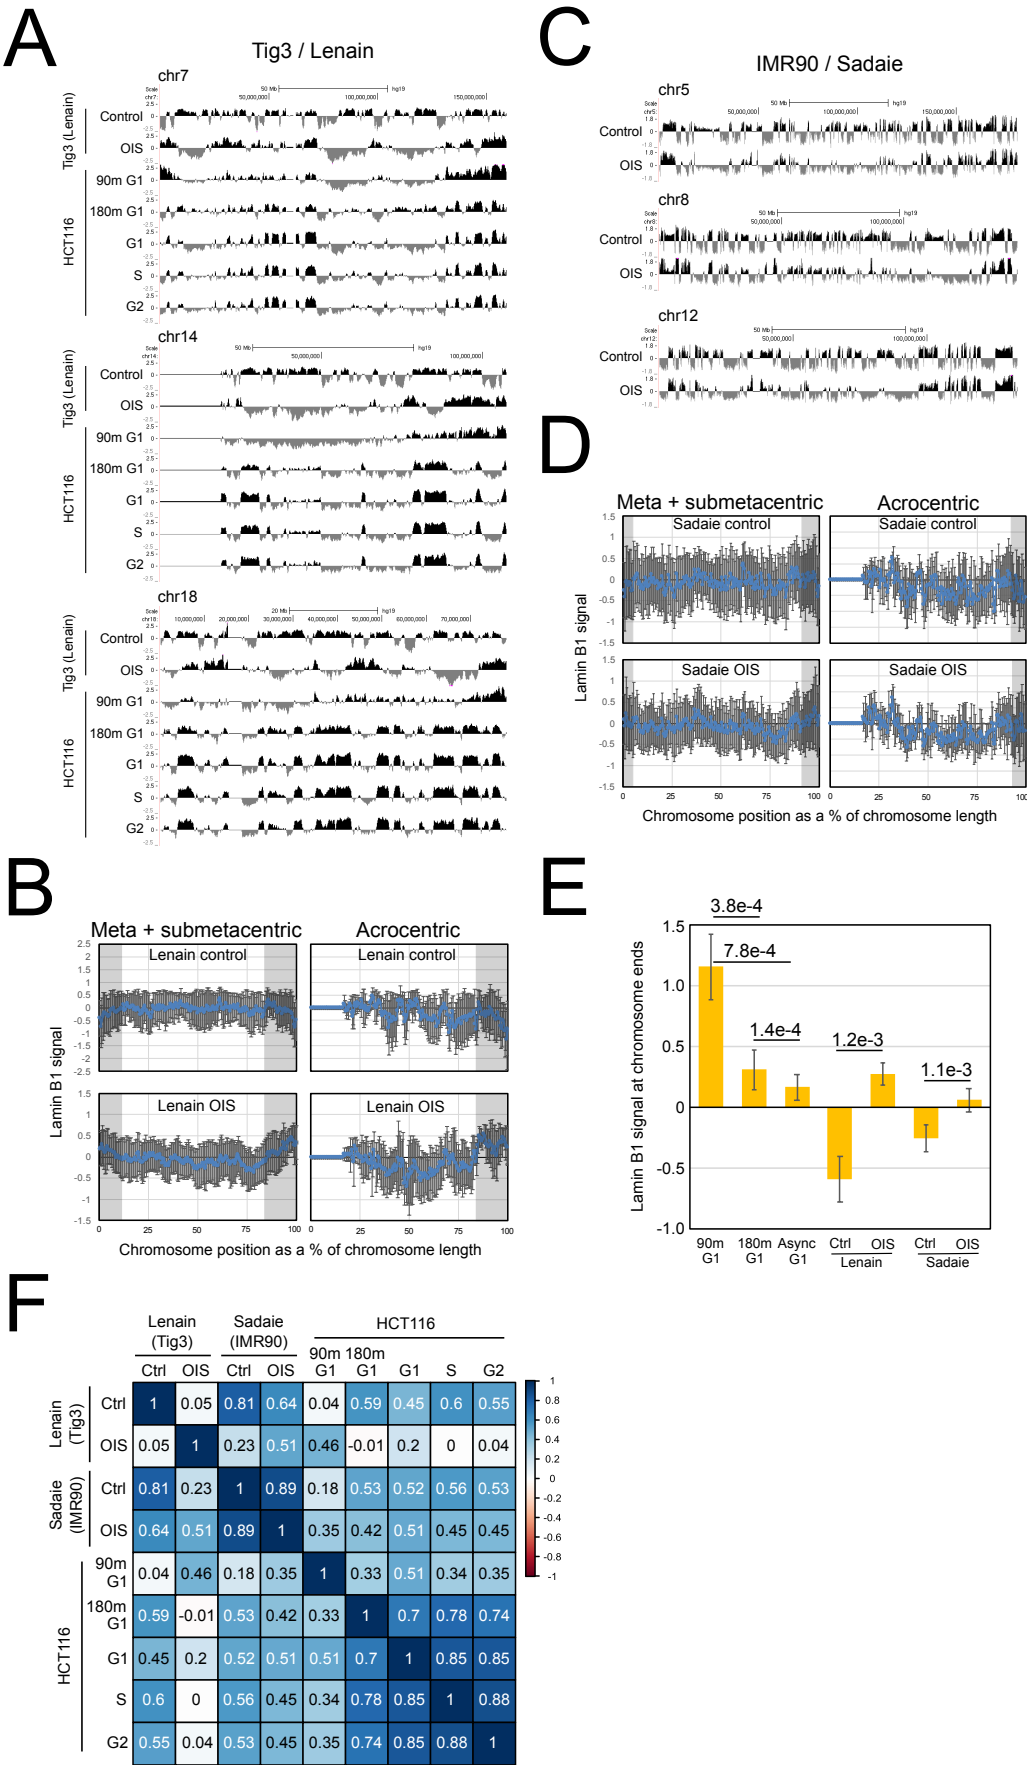

**Figure S4: The early G1 chromatin at or near the reassembling NL identified by lamin-B1 cTSA-seq may be a feature present in Oncogene-Induced Senescence (OIS) cells**

(A) UCSC Genome browser tracks (hg19) of LADs mapped by lamin-B1 DamID from “Control” and Oncogene-induced senescence (“OIS”) human Tig3 cells (30) and by lamin-B1 cTSA-seq from “90m G1”, “180m G1”, “G1”, “S” and “G2” HCT116 cells. Metacentric (chr 7), acrocentric (chr 14) and small metacentric (chr 18) chromosomes are shown. The cTSA-seq data presented are average z-scores. (B) Line plots displaying the average lamin-B1 DamID signal from control and OIS Tig3 cells. Meta- and submetacentric (left) and acrocentric (right) chromosomes are shown. The error bars represent standard deviation. Grey bars highlight regions where the signal is elevated in OIS samples. (C) UCSC Genome browser tracks for lamin-B1 ChIP-seq signal (hg19) from “Control” and “OIS” IMR90 human cells (31). Chromosomes 5, 8 and 12 are presented. (D) Line plots displaying the average lamin-B1 ChIP-seq signal from control and OIS IMR90 cells (31). Grey bars highlight regions where the signal is elevated in OIS cells. (E) Average HCT116 lamin-B1 cTSA-seq signal measured from the ends of chromosomes for 90m G1, 180m G1, asynchronous G1. The control (“Ctrl”) and OIS data are from previously published work shown in A-D (30,31). We defined the chromosome ends as the last 2.5% of each chromosome arm. The p-values represent are a two-tailed t-test and error bars represent the standard deviation of the signal. (F) A heatmap showing the Pearson correlation between control and oncogene-induced senescence (OIS) LADs maps from Lenain, et al. (Tig3), and Sadaie et al. (IMR90), and LADs mapped for early G1 (90m G1), later G1 (180m G1), asynchronous G1, S and G2 HCT116 cells.

Figure S5

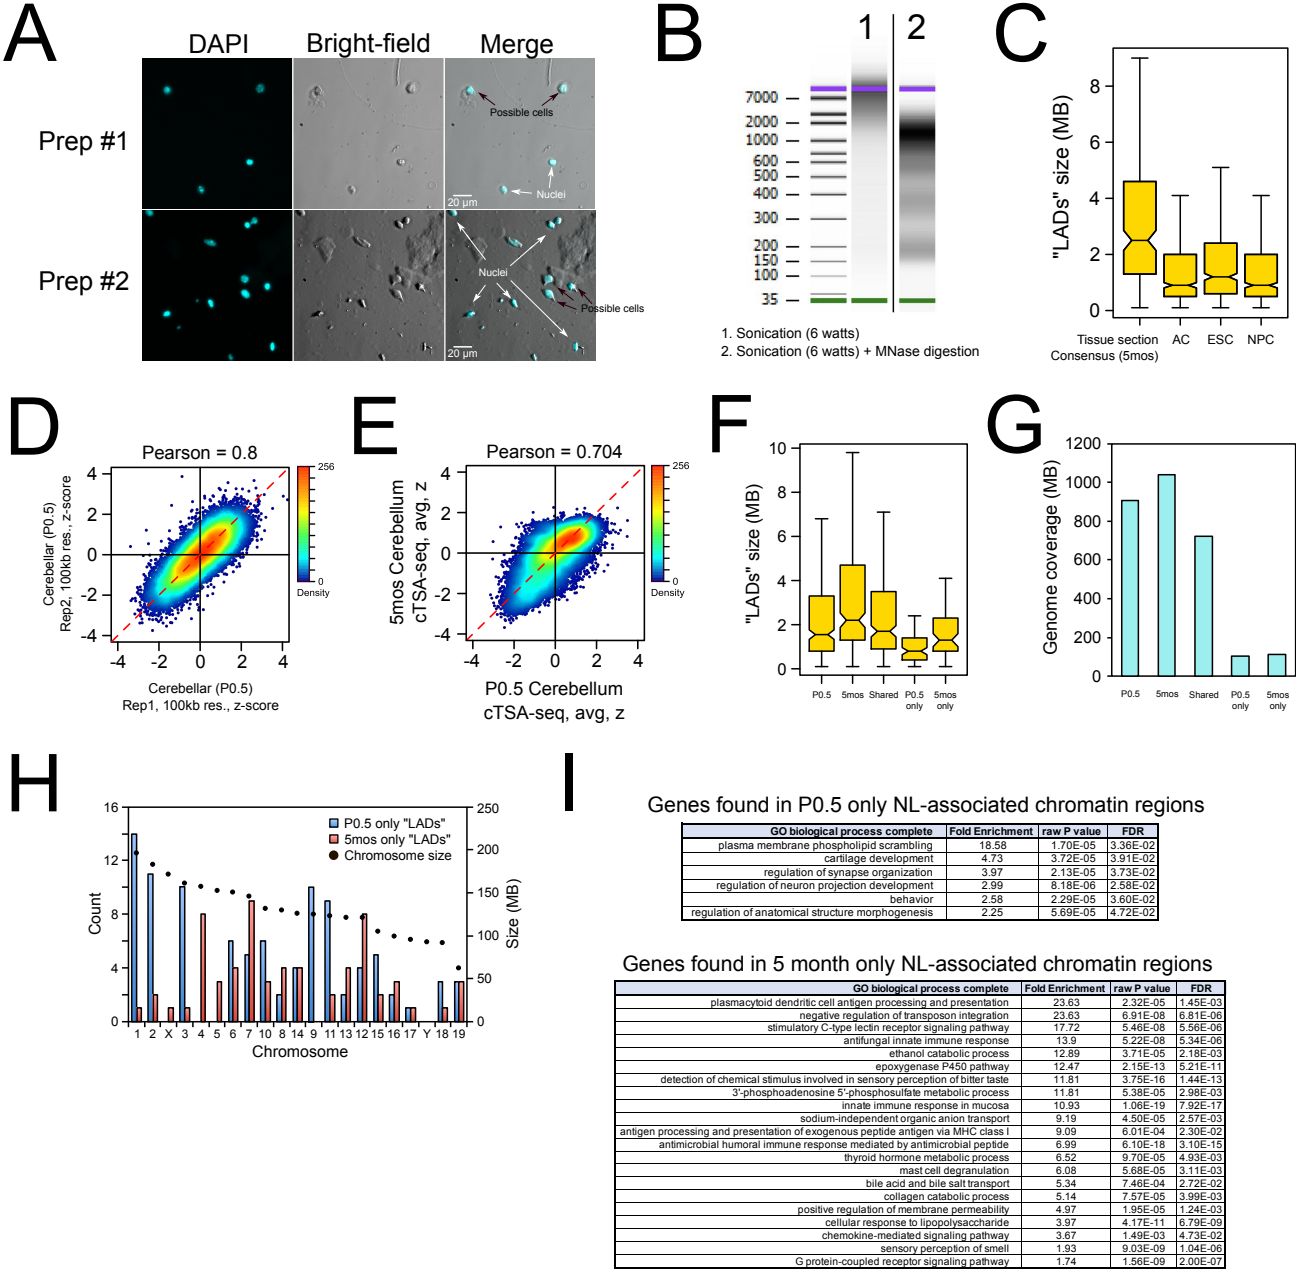

### **Figure S5: Identifying NL-associated chromatin by lamin-B1 cTSA-seq from fixed-frozen sections of mouse cerebellum**

(A) Representative images of cells/nuclei isolated from the cerebellum. Two independent preparations are shown ("Prep #1", "Prep #2"). DAPI is presented in cyan and the bright-field channel in grayscale. White arrows point to nuclei and black arrows point to nuclei with possible cytoplasmic material ("possible cells"). (B) Bioanalyzer rendering of a DNA separating gel showing the size distribution of DNA after sonication (denoted "1") and after sonication followed by MNase treatment (denoted "2"). (C) Boxplot showing the sizes (in megabases, "MB") of NL-associated chromatin regions identified from fixed-frozen cerebellar tissue section cTSA-seq using 5 month old adult mice and DamID mapping of LADs experiment performed in the indicated cells cultured in vitro (5,36). The notches represent the confidence interval of median difference. The mapping was done at 100 kb resolution. (D) Scatter plot showing the relationship between postnatal 0.5 (P0.5) day cerebellum cTSA-seq replicates. The Pearson correlation (0.8) is presented at the top of the chart. (E) Scatter plot showing the relationship between P0.5 and 5 month old cerebellum cTSA-seq experiments. The Pearson correlation (0.704) is presented at the top of the chart. (F) Boxplot showing the size of the NL-associated chromatin regions mapped by cTSA-seq from P0.5 and 5 month cerebellum tissue sections at 100 kb resolution. NL-associated chromatin regions that were shared between P0.5 and 5 month, P0.5 only and 5 month only are also presented. (G) Bar chart showing the genomic coverage of NL-associated chromatin regions mapped by cTSA-seq from P0.5 and 5 month cerebellum tissue sections. Regions that were shared between P0.5 and 5 month, P0.5 only and 5 month only are also presented. (H) Bar chart showing the number (primary y-axis, "Count") of P0.5 only (blue bars) and 5 month only (red bars) NL-associated chromatin regions across individual chromosomes. The chromosome order is based on size and in descending order. The chromosome size is represented by a black circle and belongs to the secondary y-axis ("Size, MB"). (I) GO term analysis for genes found in P0.5 only (top panel) and 5 month old only (bottom panel) cerebellar NL-associated chromatin regions.

How the deposited data were processed for this re-analysis (not part of the article)

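Lamin-B1 cTSA-seq was measured in K562 cells, in HCT116 cells at 3 cell numbers and in bulk, and in HCT116 cells sorted at 5 stages of the cell cycle. From these experiments 14 deposited lists were used, of which 10 belong to a condition and 4 are comparisons that the authors made between K562 cTSA-seq and published TSA-seq data. Data from mouse tissue, hTERT-RPE1 cells, senescent cells, SLAM-seq, Hi-C and histone marks were not used here.

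The authors aligned reads to hg19 with Bowtie, removed duplicates with samtools, counted reads in windows with bedtools, scaled each library to the same total, took the log2 ratio of pull-down to input, transformed it to a z-score, and called regions with a 3-state Hidden Markov Model in depmixS4. The values deposited by the authors are region starts and ends in bp, and no signal, ratio or read count comes with them. Starts and ends fit windows of 100 kb, and the 36 region ends that are not whole windows equal the hg19 lengths of their chromosomes. The Methods state that calls of replicates were intersected, and the lists for K562, for the 3 cell numbers, for bulk HCT116 cells and for G1, S and G2 are deposited as consensus lists. The 90m G1 and 180m G1 lists do not carry that name, and how their replicates were merged is not known. Because every list is already merged over replicates and holds no depth, the precision of a value between experiments is unknown, and the intervals given cover the spread over regions or chromosomes within a list.

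Regions were placed on the windows of chromosomes 1 to 22, X and Y. The mitochondrial region of the 50000-cell list and a region of 4262 bp on an unplaced sequence in the list of regions depleted by both methods were left out. An overlap of at least 1 bp counted as shared. Rotation tests shifted a list by a random offset within each chromosome 1000 times. The plan was to rotate the TSA-seq list in the comparison with cTSA-seq, but the cTSA-seq list was rotated, so that each TSA-seq LAD stayed whole. Likewise, the HCT116 bulk list and not the K562 regions was rotated when K562 regions were compared with it. Differences of median sizes were tested with 100000 permutations of the class labels over regions. This test does not allow for the fact that the definition by overlap by itself makes regions without overlap smaller, and a rotation of the other list with the classes formed again was added after the data were examined. Wilson intervals of 95% were computed for shares of regions, and 10000 resamplings of chromosomes gave the intervals of coverage, medians and gene density. The threshold on p was 0.05. Genes came from GENCODE release 44 mapped to hg19, and a gene was counted when at least 80% of its length lay inside regions. GC content, gaps and sequences of 31 bases shared between chromosomes Y and X were computed from the hg19 sequence. The calculations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

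The procedures were tested on simulated lists placed on the hg19 chromosomes. Among 200 simulated pairs of unrelated lists, 3.5% of the overlap tests and 5% of the Jaccard tests gave p at or under 0.05, and among 200 simulated lists with no distal preference 6.5% of the distal tests did. A planted overlap was detected in 100% of 50 simulated sets, and planted calls at 1 end of every chromosome in 76% of 50. The size test gave p at or under 0.05 in 7% of 100 sets drawn from the same distribution and in 100% of 100 sets with sizes lower by 40%. These simulations used 200 rotations or permutations.

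The settings of each comparison, its alternatives and the rule for named items were fixed before the data were examined. The alternatives were other overlap requirements, regions of at least 200 kb only, gaps of up to 100 kb joined, autosomes only, other denominators, other widths of the distal part, other definitions of regions specific to a method, coverage thresholds of 70% and 90%, the bulk list as reference, mean in place of median sizes, shares of 50% or all of a gene, and leaving out each chromosome in turn. Added after the data were examined were the recovery of TSA-seq LADs without chromosome Y, rotations over windows with sequence only, the alternatives for the TSA-seq only regions, autosomes only for the cell numbers, and genes of all types. The items named are the 3 longest regions of the cTSA-seq only list, of the regions missed with 50000 cells, of the 90m G1 list and of the stretches called in all of G1, S and G2, the chromosomes that Figures 2A, 3A and 5 display, and the cell cycle and replication genes that the paper names. Regions and chromosomes named outside this rule, such as those on chromosome Y and the chromosomes without distal calls, were chosen after their values were seen.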

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

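The comparisons of the chromosome Y regions below, taken in parts, were chosen after the regions were seen. The comparison of all Y calls together was planned.

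The paper does not report on chromosome Y, where the authors' deposited TSA-seq list has 9 regions with a total of 5.1 Mb and the K562 cTSA-seq list has 1 region of 3.3 Mb. Both lists share a stretch from 2900001 to 6200000 (hg19), which in TSA-seq extends to 6600000. Reads from similar sequence on chromosome X were tested as the cause, by the share of 31-base sequences of Y that also occur on X. Over all TSA-seq calls on Y it was 49.5%, against 9.66% for the Y windows that were not called, and none of the 236 rotations along Y was as high (one-sided exact test over the rotations, p = 0.0042, the smallest they can give). For the cTSA-seq region on Y it was 67.8%, against 10.2% for the Y windows that the cTSA-seq list did not call. Again none of the 236 rotations was as high (exact p = 0.0042, the smallest). For the longest TSA-seq region it was 64.4%, and none of the 236 rotations was as high (exact p = 0.0042, likewise the smallest). Reads from X are therefore a candidate explanation of that TSA-seq region and of the cTSA-seq region that lies within it. The other 8 TSA-seq regions, 1.4 Mb in all, had a share of 9.98%, which 184 of 236 rotations reached or passed (exact p = 0.78). This argues against exact 31-base matches to X as their cause, while less similar copies on X were not measured. Sequence shared with other chromosomes, the noise of few mapped windows on a chromosome with gaps in 61.3% of its length, and the presence of Y sequence in the cells were not tested and stay open for these 8 regions. The design gives no condition that differs between these calls, so no biological explanation was tested.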

How the results depend on the processing

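The alternatives for the TSA-seq only regions, the rotations in the size comparisons, the rotation over windows with sequence only, the settings without chromosome Y in the K562 recovery and for the TSA-seq only regions, autosomes only for the cell numbers and genes of all types were chosen after the results were seen.

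No paired analysis was possible because the deposited lists are already merged over replicates. For the same reason no replicate was left out.

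Across all results and alternatives, 629 values kept their direction and their side of the threshold, or stayed within the interval or the 1.5-fold range of the value reported; 11 moved further, 4 passed the threshold where the value reported had not, 2 no longer passed it, and none was reversed. Leaving out each chromosome in turn changed no call of the distal share or the Jaccard index, and kept the called shares of the 6 smaller chromosomes within their intervals. The recovery of TSA-seq LADs and of 1000000-cell regions, the genome coverage, the K562 size difference and the gene counts under other shares of the gene did not change by these measures in any alternative that was run. For recovery the measures were direction and threshold only. With 80% coverage required, recovery fell from 94.5% to 78.8% in K562. It fell from 89.5% to 81.7% with 50000 cells and from 86.4% to 71.4% with 200000 cells.

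The count of TSA-seq only regions, 21, was 13 without chromosome Y, 12 on autosomes only and 13 with regions of at least 200 kb only, all chosen after seeing the data. These settings test fewer regions. The count of cTSA-seq only regions became 519 when TSA-seq LADs were removed from the cTSA-seq calls, which also counts the overhangs of cTSA-seq regions that overlapped LADs. With a threshold of 70% in place of 80% coverage, the share of found regions was 95.3% for 50000 cells and 88.1% for 200000 cells, and with 90% it was 83.8% and 69.4%, as the threshold itself dictates. With wider distal parts, 180m G1 and G1 passed the threshold of the permutation test by rotation: at 10% of the length with 26.7% (p = 0.012) and 25% (p = 0.022), and at 20% with 49.3% (p = 0.002) and 45.1% (p = 0.038). Over all alternatives other than leaving out chromosomes, p ranged from 0.002 to 0.99 for 180m G1 and from 0.022 to 0.87 for G1. The cause was not tested. The stable share of G1, S and G2 was 67.8% when regions of the combined lists overlapped in all stages were counted and 38.6% when 80% coverage in each was required, since a region counts as unstable as a whole. The difference of median sizes between missed and found regions, -0.9 Mb, no longer passed the threshold when the list for fewer cells was rotated and the classes were formed again (two-sided permutation tests by rotation, p = 0.082 for 50000 and p = 0.09 for 200000 cells). These lists missed a median of 59.5% and 60.7% of the regions, against 10.5% and 13.6% in the data, so the p-values do not decide whether the difference exceeds chance. The share of the first 10% of the 6 smaller chromosomes called in 90m G1 was 4.35%, against 2.18% for the first 20%, because all base pairs called in the first 20% lie in the first 10%.

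The depth of the libraries is not in the lists, so how far depth limits the calls of the 3 cell numbers or the 5 stages could not be examined.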

Differences from the paper's values

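The settings applied to the count of TSA-seq only regions and genes of all types were chosen after the results were seen. Counts, sizes and densities were picked by a difference of more than 1.5 times from the paper. The recovery of TSA-seq LADs, 94.5% against the paper's 97.3%, stayed within that factor. The paper's share nevertheless lay above the 95% Wilson interval of 91.7 to 96.4%. Without chromosome Y, likewise chosen after seeing the values, the recovery was 96.5% (94.1 to 98%).

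The number of TSA-seq only regions was 21, against the paper's 13. None of the alternatives set before the data were examined was written for this count. With chromosome Y left out, a setting chosen after seeing the values, the count was 13, and it was also 13 with regions of at least 200 kb only, which had been set for the recovery of LADs and was applied to this count after seeing the values. The regions left by these settings are not the same, since the size setting keeps regions on chromosome Y and leaves out single windows on chromosome 9. On autosomes only the count was 12, with gaps of up to 100 kb joined it was 19, and with less than 50% coverage as the definition it was 27, all likewise chosen after seeing the values.

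The mean size of the 1000000-cell regions missed with 50000 cells was 377 kb, against the paper's 250 kb for regions missed with fewer cells. Of the alternatives set before the data were examined, the median in place of the mean gave 300 kb, within 1.5 times the paper's value, while joined gaps gave 383 kb, regions of at least 200 kb gave 432 kb and less than 50% coverage as the definition gave 377 kb. With 200000 cells the mean was 342 kb, within 1.5 times the paper's value, as were the median of 300 kb and the mean of 347 kb with joined gaps, while less than 50% coverage gave 402 kb and regions of at least 200 kb gave 386 kb.

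For the genes inside called regions the paper gives about 5000 in 90m G1 and about 2000 in each of the later lists. The 90m G1 count of protein-coding genes was 3462, below the paper's value but within 1.5 times of it. Protein-coding genes with at least 80% of their length inside numbered 1069 in 180m G1, 970 in G1, 1085 in S and 918 in G2. None of the alternatives set before the data were examined closed the gap: with at least 50% of the gene the counts were 1143, 1049, 1167 and 981, and with the whole gene 994, 899, 1022 and 830. Genes of all types, a setting chosen after seeing the data, gave 6828, 7403, 7738 and 6711. The annotation differs from the paper's, whose gene set is not in the files.

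For gene density, the paper's Fig. 2F shows about 3 genes per Mb in the shared regions and about 6 in the cTSA-seq only regions, read by eye. Protein-coding genes gave 1.47 and 2.44 per Mb with the authors' deposited lists. With at least 50% of the gene the values were 1.56 and 2.73, and with the whole gene 1.34 and 2.17, so neither of these alternatives closed the gap. Genes of all types, chosen after seeing the data, gave 9.34 and 15.7 per Mb.

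The paper states for chromosomes 12 and 16 to 20 that the signal on the short arm falls further in later G1 and asynchronous G1. The called share of the first 20% of these chromosomes was 2.18% in 90m G1, 9% in 180m G1 and 14.9% in G1, which is the opposite direction, measured in calls and not in signal. With the first 10% the shares were 4.35%, 9.89% and 13.1%. The rise from 90m G1 to 180m G1 was not seen on chromosome 17, where the share was 1.23% and then 0.616%, or on chromosome 19, where nothing was called in the first 20% at any stage.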

Other observations

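Chosen after the values were seen were the tests of the differences between stages by chromosome, the rotation over windows with sequence only as a setting, though what it would show was written before its result, and the comparison of 180m G1 calls outside the G1 list with those inside it. The other tests in this part were written down before their results were seen.

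The preference of 90m G1 calls for chromosome ends was tested against features of the sequence. The called 90m G1 sequence had a GC content of 44%, against 38.1 to 38.6% in the later lists. Among windows of the same GC decile, those in the distal 20% of chromosomes were called more often, by 37.9 percentage points on average (95% interval from resampling chromosomes 31 to 43.6), and in 10 of 10 deciles, which argues against GC content as the whole cause. With rotation limited to windows with sequence, the distal share was 21% against a median of 4.71% in rotated lists (two-sided permutation p = 0.002, the smallest possible), which argues against gaps in the middle of chromosomes. Differences in depth, the nocodazole block, the way replicates were merged and a state of the call model that differs between stages were not tested. In the lists alone, the stage of the cell cycle therefore stays an untested explanation next to them. The paper also shows the distal gradient in averaged signal, which does not depend on the call model, and in hTERT-RPE1 cells. It describes a similar pattern in published data from an antibody-targeted DamID approach. That evidence was not analysed here. The cells of 180m G1 had the same block, and their list likewise lacks the name of a consensus list, while their distal share was 5.39%, near the 5.83% of G1. The block or the merging would thus have to act on 90m G1 and no longer on 180m G1.

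Regions of the 1000000-cell list missed with 50000 cells overlapped the HCT116 bulk list in 15 of 45 cases, or 33.3% (95% Wilson interval 21.4 to 47.9%). Found regions of the same sizes did so in a median of 75.6% (95% range 62.2 to 84.4% over 10000 draws). The low share may mean that a part of the missed regions came only from the libraries behind the 1000000-cell list, which are not fully known, since the list is deposited as a consensus and the labels hold a single pull-down. Weak signal in all libraries would lower the share as well, which the lists cannot show. The 50000-cell list in turn had 84.2 Mb outside the 1000000-cell list. Of these base pairs 78.8% lay in the HCT116 bulk list, against a median of 28% and at most 40.8% when they were rotated (one-sided permutation p = 0.001, the smallest possible). Noise of the 50000-cell library that places calls at random is thus argued against as their main cause. Rotation does not keep these base pairs next to the 1000000-cell regions, so noise at the borders of regions is not excluded. What differed in the libraries behind the 1000000-cell list stays open, as does the effect of cell number.

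K562 cTSA-seq only regions of the authors' deposited list overlapped the HCT116 bulk list in 106 of 208 cases, or 51% (95% Wilson interval 44.2 to 57.7%), against a median of 38.9% and at most 50.5% in rotated lists (one-sided permutation p = 0.001, the smallest possible). For the shared regions it was 53.5%, against 45.2% in rotated lists. The excess is consistent with a part of these regions lying near the lamina in both cell lines. A bias of the cTSA-seq procedure that acts alike in both cell lines was not tested and would give the same excess.

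Calls of 180m G1 outside the G1 list, 140.3 Mb, lay to 26.7% in the 90m G1 list, against a median of 19.8% and at most 33.4% when they were rotated (one-sided permutation p = 0.041, not adjusted for the other tests of this part). By the comparison set beforehand, remains of the 90m G1 pattern are a candidate explanation of a part of these calls, although most of them lay outside the 90m G1 list. The 180m G1 calls inside the G1 list lay in the 90m G1 list more often, to 34.5%, so the overlap is not particular to the calls that G1 lacks. Depth, the way replicates were merged, variation between experiments and a passing state of 180m G1 were not tested and stay open.

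The 180m G1 list called a smaller share than the G1 list on 11 of 22 autosomes, among them chromosome 21 with -26.6 percentage points, chromosome 19 with -17.1 and chromosome 20 with -13.2. Over the autosomes the difference rose with chromosome length (Spearman's rho 0.798, permutation p = 3e-05, adjusted 0.00053; Pearson's r 0.717, permutation p = 0.00014, adjusted 0.00053, over 10 relations with both coefficients). Without chromosomes 1 and 2, which lie farthest from the median length, r was 0.793. Against S and G2 in place of G1, rho was 0.747 and 0.733, and these differences share the 180m G1 list. The same holds for 90m G1 minus G1 with a rho of 0.748, which shares the G1 list with the first difference. The 180m G1 list as a whole covered 9.51 Mb more than the G1 list. This total includes chromosome X, called to 46.1% in 180m G1 and 38.4% in G1, and chromosome Y, with 7.41% and 9.94%. It therefore does not decide whether fewer calls on the autosomes are the cause. The called share was not lower on the other 11 autosomes, which argues against a loss of calls on every autosome. With genes per Mb, the difference between 180m G1 and G1 had a rho of -0.24 (permutation p = 0.29, adjusted 0.3). Chromosome length cannot be told apart from other properties of the short chromosomes, because the pattern was seen first on those chromosomes and each stage has a single list. Chromosomes are not independent replicates, and the time after release stays an untested biological explanation.

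Gene density of the chromosome was tested as an explanation of how much of each chromosome was called. In 90m G1, rho between the called share and protein-coding genes per Mb was -0.083 over 22 autosomes (permutation p = 0.71, adjusted 0.71), and r was -0.36 (p = 0.09, adjusted 0.11), or 0.13 without chromosomes 17 and 19. In the later lists rho was -0.439 in 180m G1 (permutation p = 0.042, adjusted 0.065), -0.353 in G1 (p = 0.11, adjusted 0.13), -0.499 in S (p = 0.019, adjusted 0.038) and -0.471 in G2 (p = 0.029, adjusted 0.052). In the same order r was -0.479 (permutation p = 0.019, adjusted 0.038), -0.264 (p = 0.24, adjusted 0.27), -0.421 (p = 0.052, adjusted 0.074) and -0.452 (p = 0.031, adjusted 0.052), and without chromosomes 17 and 19 it was -0.214, -0.235, -0.317 and -0.263. Whether gene density plays a part in 90m G1 cannot be told apart from chance with 22 chromosomes and 1 list.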
